# Accelerated cystogenesis by dietary protein load is dependent on, but not initiated by kidney macrophages

**DOI:** 10.3389/fmed.2023.1173674

**Published:** 2023-07-19

**Authors:** Randee Sedaka, Jifeng Huang, Shinobu Yamaguchi, Caleb Lovelady, Jung-Shan Hsu, Sejal Shinde, Malgorzata Kasztan, David K. Crossman, Takamitsu Saigusa

**Keywords:** polycystic kidney disease, high protein, glutamine, renal hypertophy, macrophage

## Abstract

**Background:**

Disease severity of autosomal dominant polycystic kidney disease (ADPKD) is influenced by diet. Dietary protein, a recognized cyst-accelerating factor, is catabolized into amino acids (AA) and delivered to the kidney leading to renal hypertrophy. Injury-induced hypertrophic signaling in ADPKD results in increased macrophage (MФ) activation and inflammation followed by cyst growth. We hypothesize that the cystogenesis-prompting effects of HP diet are caused by increased delivery of specific AA to the kidney, ultimately stimulating MФs to promote cyst progression.

**Methods:**

*Pkd1*^flox/flox^ mice with and without Cre (CAGG-ER) were given tamoxifen to induce global gene deletion (*Pkd1*KO). *Pkd1*KO mice were fed either a low (LP; 6%), normal (NP; 18%), or high (HP; 60%) protein diet for 1 week (early) or 6 weeks (chronic). Mice were then euthanized and tissues were used for histology, immunofluorescence and various biochemical assays. One week fed kidney tissue was cell sorted to isolate tubular epithelial cells for RNA sequencing.

**Results:**

Chronic dietary protein load in *Pkd1KO* mice increased kidney weight, number of kidney infiltrating and resident MФs, chemokines, cytokines and cystic index compared to LP diet fed mice. Accelerated cyst growth induced by chronic HP were attenuated by liposomal clodronate-mediated MФ depletion. Early HP diet fed *Pkd1*KO mice had larger cystic kidneys compared to NP or LP fed counterparts, but without increases in the number of kidney MФs, cytokines, or markers of tubular injury. RNA sequencing of tubular epithelial cells in HP compared to NP or LP diet group revealed increased expression of sodium-glutamine transporter *Snat3*, chloride channel *Clcnka*, and gluconeogenesis marker *Pepck1*, accompanied by increased excretion of urinary ammonia, a byproduct of glutamine. Early glutamine supplementation in *Pkd1*KO mice lead to kidney hypertrophy.

**Conclusion:**

Chronic dietary protein load-induced renal hypertrophy and accelerated cyst growth in *Pkd1*KO mice is dependent on both infiltrating and resident MФ recruitment and subsequent inflammatory response. Early cyst expansion by HP diet, however, is relient on increased delivery of glutamine to kidney epithelial cells, driving downstream metabolic changes prior to inflammatory provocation.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common genetic form of kidney disease, with approximately 50% of patients developing end-stage kidney disease (ESKD) by mid-life. In most cases, ADPKD results from germline mutations in the *PKD1* or *PKD2* genes, both of which are characterized by the formation of fluid-filled cysts along the kidney tubular epithelium concurrent with kidney enlargement. Cysts appear earlier and grow more rapidly, however, in *PKD1*-null cells (1). Despite this genetic commonality, disease progression is highly variable, even amongst family members that share identical mutations (2). Moreover, there are a significant subset of ADPKD patients who develop severely accelerated cystic disease leading to ESKD much earlier in life (3–5).

This variability may be due, in part, to the effects of non-genetic factors that promote cyst growth in PKD (6–9). Compelling evidence suggests that compensatory renal hypertrophy triggered by unilateral nephrectomy (9, 10) or high protein intake (11–13) can exacerbate cyst progression in rodents. The hypertrophic kidney response involves kidney hyperfiltration (14) and increased tubular delivery of amino acids and humoral factors (15). However, the mechanism of how compensatory renal hypertrophy superimposes accelerated cystogenesis in ADPKD is unknown.

Recruitment of MФs and inflammatory factors in the kidney plays an essential role in promoting cystogenesis in murine models of PKD (16–19). Additionally, determining the origin of said macrophages, between bone marrow–derived infiltrating (CD11b^hi^, F4/80^lo^) and tissue-resident (CD11b^lo^, F4/80 ^hi^), helps to not only contexualize the disease state, but provides insights into the ontology and polarization capacity of the MФ population (20, 21). We previously reported that unilateral nephrectomy increases the number of kidney resident macrophages (MФ) and pro-inflammatory cytokines, accelerating cyst progression in mice lacking *Pkd1* (*Pkd1*KO) (22). Therefore, we hypothesize that dietary protein load increases kidney MФs and accelerates cyst growth in *Pkd1KO* mice similarly to the unilateral nephrectomy model.

In this study, we found that chronic dietary protein load increases kidney MФ numbers and cytokine expression in *Pkd1KO* mice, yielding accelerated cystogenesis. Renal hypertrophy, cyst growth, and inflammation induced by high protein were blocked by macrophage depletion. During the early stages of cyst progression via high protein load, kidney epithelial cells upregulate expression of gluconeogenesis marker *Pepck1*, chloride channel *Clcnka*, and sodium-coupled glutamine transporter *Slc38a3*, prior to the rise in kidney MФs. Kidney hypertrophy at this early stage was relient on glutamine. Thus, early metabolic alterations in kidney epithelial cells exposed to a high protein load precede immune involvement in initiating cyst growth and hypertrophy.

## Methods

### Animals

Experimental protocols were approved by the Institutional Animal Care and Use Committee at the University of Alabama at Birmingham and performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Conditional *Pkd1* knockout (*Pkd1KO*) mice were generated by crossbreeding female *Pkd1*-floxed mice (23) with male *Pkd1*-floxed mice containing a tamoxifen inducible systemic Cre (CAGG-CreER) (24). Genotyping was performed by PCR using previously described primer sequences (23), denoting mice lacking cre as “flox” controls. Male and female mice were equally included in each study. Mice were maintained under constant temperature and humidity conditions, a 12:12 h light–dark cycle, and water *ad libitum*. Flox and *Pkd1KO* mice (5–6 weeks old) received an intraperitoneal (IP) injection of Tamoxifen (T5648, Millipore Sigma, Burlington, MA; 9 mg/40 g) dissolved in corn oil every other day for a total of three doses. Kidney and spleen tissue were harvested under constant isoflurane inhalation followed by thoracotomy and either frozen at -80°C for biochemical analyses or immersed in respective buffers for flow cytometry or staining. For all data presented, each datapoint represents one mouse.

### Dietary intervention

Two weeks post-tamoxifen injection, mice were individually housed and randomly assigned to consume a low (6%; TD.90016), normal (18%; TD.96180) or high (60%; TD.6220) protein diet for 6 weeks *ad libitum*. All diets were formulated by Envigo (Indianapolis, IN) to be isocaloric (3.7 kcal/g). Nutritional and amino acid composition of each diet are shown in Supplementary Tables S1, S2, respectively. Based on the overall average weekly food intake (Figure 1A), an additional group of KO mice were restricted to 2.8 g/day of normal protein diet (Normal-RF) for 6 weeks. In a separate cohort, mice placed on all three diets were food restricted (2.8 g/day) for 1 week.

**Figure 1:**
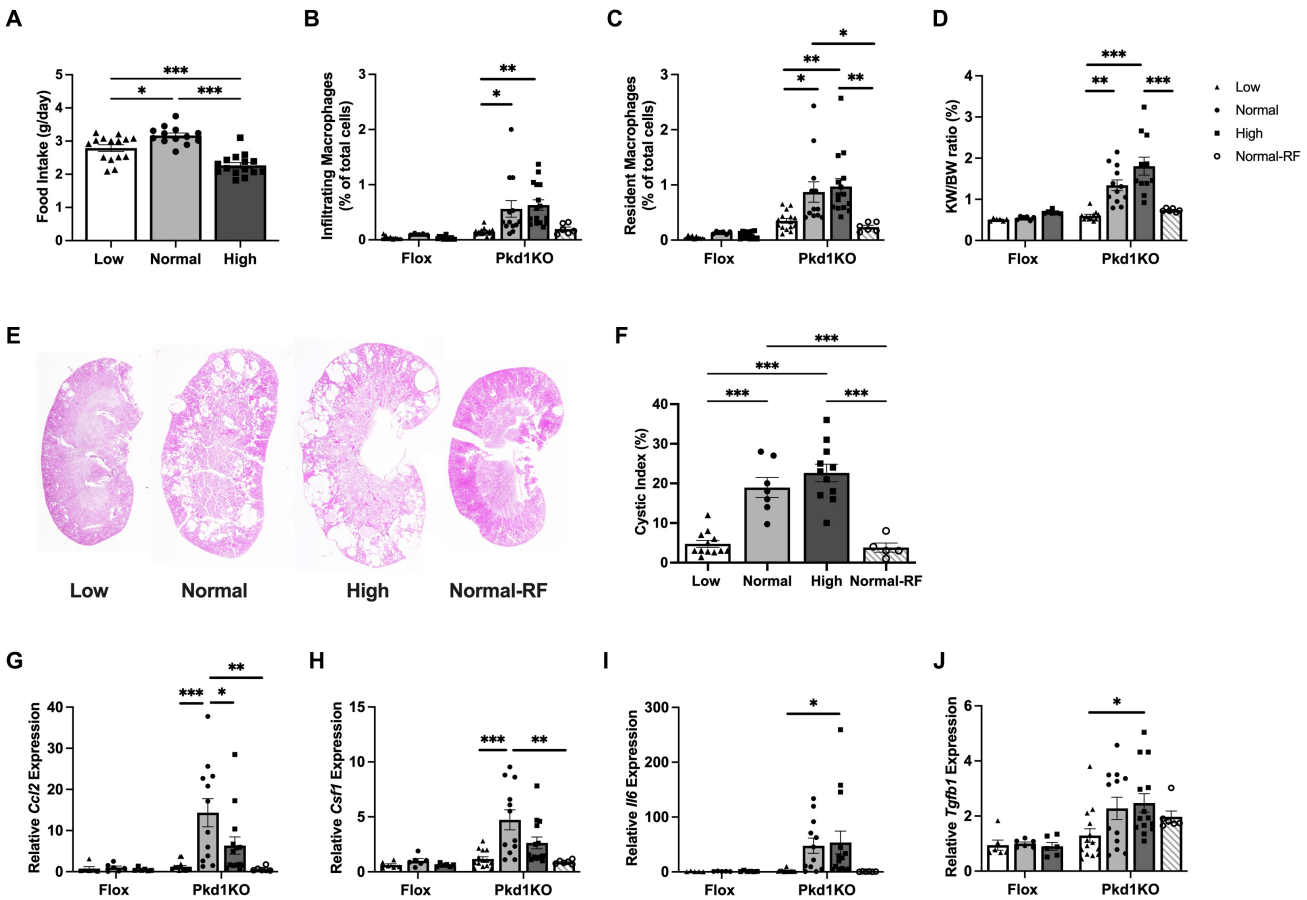
*Pkd1KO* mice fed a chronic high protein load have increased kidney expression of MФ chemoattractants and MФ numbers. **(A)** Average daily food intake during 6 week *ad libitum* dietary intervention. *Pkd1KO* mouse ate more NP versus LP or HP diet. **(B,C)** Number of infiltrating and resident MФs, shown as a percentage of total cells amongst diets and genotypes. The number of infiltrating MФs in LP and resident MФs in LP and Normal-RF fed *Pkd1KO* mice were lower compared to NP or HP fed mice. **(D)** Kidney weight to body weight ratio (KW/BW). *Pkd1KO* mice fed a HP diet had elevated KW/BW ratio compared to those fed a Normal-RF or LP diet. There was an overall significant effect of genotype and diet in **(B–D)**. **(E,F)** Representative *Pkd1KO* kidney histology and cystic index. Cystic index was lower in LP and Normal-RF compared to NP or HP fed *Pkd1KO* mice. **(G–J)** Kidney gene expression of *Ccl2, Csf1, Il6 and Tgfb1*. No differences were observed in flox mice. *Ccl2* and *Csf1* expression was lower in both LP and Normal-RF fed *Pkd1KO* mice compared to NP diet group. *Il6* and *Tgfb1* expression was lower only in LP compared to HP fed *Pkd1KO* mice. Gene expression is relative to flox mice fed a NP diet. Results of a two-way ANOVA or Ordinary one-way ANOVA with Tukey’s multiple comparisons test reported. *p < 0.05, **p < 0.01, ***p < 0.001.

### Flow cytometry

The gating strategy for selecting infiltrating (CD11b^hi^, F4/80^lo^) and tissue-resident (CD11b^lo^, F4/80^hi^) macrophages was previously described (25). Briefly, after cardiac perfusion with phosphate buffer saline (PBS; MT21040CV, Fisher Scientific, Waltham, MA), kidneys were minced and digested in collagenase type I containing buffer. Fragments of kidney were passed through 70 *μ*m mesh, yielding a single-cell suspension. After red blood cell lysis, cells were blocked, stained with primary antibodies (Supplementary Table S3), fixed in 2% paraformaldehyde and resuspended in PBS. Spleens were utilized for single color staining controls. Cells were analyzed on a BD LSRII flow cytometer and data analysis was performed using FlowJo version 10 software.

### Quantitative real-time PCR

Total RNA was isolated from kidney tissue using TRIzol Reagent (15-596-018, Fisher Scientific) according to the manufacturer’s instructions. RNA (1.0 μg) was reverse transcribed using Bio-Rad’s iScript cDNA Synthesis Kit (1708891, Hercules, CA) or Applied Biosystems’ High-Capacity cDNA Reverse Transcription Kit (4368814, Fisher Scientific). Relative expression of individual genes was determined using SsoAdvanced Universal SYBR Green Supermix (1725271, Bio-Rad) and primers synthesized by Integrated DNA Technologies (Supplementary Table S4; Coralville, IA) or TaqMan Gene Expression Master Mix (4369514, Fisher Scientific) and Taqman probes for *Ccl2* (Mm00441242), *Csf1* (Mm00432686), *Il-6* (Mm00446190), *Tgfb1* (Mm01188201), *Cmyc* (Mm01192721), and *Gapdh* (4352339E, Fisher Scientific). qRT-PCR was conducted on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad), and data were normalized to *Gapdh*.

### Cyst quantification

Sections (5 *μ*m) were cut from paraffin-embedded kidneys and stained with hematoxylin–eosin (H&E). Whole kidney images were captured at 4x magnification using a Keyence BZ-X710 (Itasca, IL) microscope. In Image J, images were split from RGB to individual color channels, then the green channel was converted into B&W to analyze particles. Tubular lumen diameters were measured and manually evaluated to be dilated tubules/cysts if over 0.50 mm. We then took the sum of the thresholded “cystic” area and divided it by the total kidney area to calculate cystic index. Mean cystic area relative to total kidney section area are shown as a percentage. A technician blinded to the treatment groups performed the quantification.

### Macrophage depletion

Three weeks after tamoxifen injection, *Pkd1KO* mice were placed on a high protein diet and IP injected with either Liposomal Clodronate (C-020, Liposoma BV, Amsterdam, Netherlands; 50 mg/kg) or PBS twice weekly for a total of 4 weeks. Mice were euthanized 2 days after the last dose of Clodronate or PBS.

### Blood urea nitrogen assay

Blood was removed by cardiac puncture while mice were anesthetized under constant isoflurane inhalation and centrifuged at 2,000 g for 10 min to collect plasma. Blood urea nitrogen (BUN) was measured in diluted plasma utilizing a Urea Nitrogen Colorimetric Detection Kit (K024-H1, Arbor Assays, Ann Arbor, MI) following the manufacturer’s protocol.

### RNA sequencing

Kidneys from *Pkd1KO* mice fed a low, normal, or high protein diet (2.8 g/day) for 1 week were collected, as in the flow cytometry protocol, and flow sorted to collect an epithelial cell population. In short, kidney single-cell suspensions were stained with markers to detect infiltrating and resident macrophages (CD11b and F4/80), as well as proximal tubule (Fluorescein labeled *Lotus tetragonolobus* lectin (LTL); FL-1321, Vector Laboratories, Newark, CA) and collecting duct (Rhodamine labeled *Dolichos biflorus* agglutinin (DBA); RL-1032, Vector Laboratories) epithelium as previously described (22). Cells were sorted into individual tubes using a BD Biosciences FACSAria III. RNA was isolated using TRIzol Reagent. Approximately 100–200 ng of total RNA was used to prepare cDNA libraries with the Stranded mRNA-Seq Library Preparation Kit (Illumina) according to the manufacturer’s protocol. High-throughput sequencing (HTS) was performed using an Illumina HiSeq 2,500 (Genewiz, South Plainfield, NJ). Sequence reads in fastq format were trimmed using TrimGalore (version 0.6.7) to remove any primer adapter contamination. RSEM (version 1.3.3) was used to align the trimmed RNA-Seq fastq reads to the mouse reference genome from Gencode (GrCh39 Release M26). The raw sequencing and processed data have been submitted to Gene Expression Omnibus with accession number (GSE# 225495). Analyses were performed on an *n* = 2–3 per diet, with each “*n*” represented by a pooled sample from 2–3 mice. Due to insufficient RNA in one sample, gene set enrichment pathway analysis was not conducted.

### Western blot

*Pkd1KO* kidney tissue samples were homogenized in ice-cold T-PER Tissue Protein Extraction Reagent (78510, Fisher Scientific) in the presence of protease (Halt Protease Inhibitor Cocktail; 87785, Fisher Scientific) and phosphatase inhibitors (Halt Phosphatase Inhibitor Cocktail; 78420, Fisher Scientific). Homogenates were centrifuged at 10,000 rpm for 5 min to remove cellular debris and supernatant protein concentrations were determined by Bradford assay (Quick Start Bradford 1x Dye Reagent; 5000205, Bio-Rad), then boiled with 4x Laemmli sample buffer (1610747, Bio-Rad) and 5% β-mercaptoethanol for 5 min at 90°C. Proteins were separated by SDS-PAGE, transferred to Immobilon-FL polyvinylidene difluoride (PVDF) membrane (IPFL00010, Millipore Sigma), blocked with 5% milk for 1 h at room temperature, and incubated overnight shaking at 4°C with corresponding primary antibodies (Supplementary Table S3) in TBS with 0.1% Tween 20 (TBST). After incubation with secondary antibody (Goat anti-Mouse IgG, DyLight 800 [SA5-10176] or Goat anti-Rabbit IgG, DyLight 680 [35569]; Fisher Scientific) for 1 h at room temperature, the membrane was washed with TBST and scanned using the Odyssey CLx Infrared Imaging System (LI-COR Biosciences). Densitometry was performed using LI-COR Image Studio Lite. Equal protein loading was verified by β-actin staining and shown in each representative figure.

### Immunofluorescent staining

Kidneys were snap frozen, sectioned, and stained as previously described (22). Briefly, slides were air-dried at room temperature for 30 min and fixed with 4% PFA, permeabilized with 0.2% TritonX, then blocked with 1% Goat Serum (ab7481). Sections were incubated with unconjugated primary antibody SNAT3 (Supplementary Table S3) for 1 h, conjugated fluorescence primary antibody (LTL: Vector FL-1321-2) for 20 min, followed by Goat anti-Mouse Alexa Fluor 594 (1:1000; A-11005, Invitrogen) secondary antibody for 1 h in RT, and Hoechst 33342 nuclear stain (H3570, Fisher Scientific) for 5 min. Fluorescent images were captured at 10x magnification using a Keyence BZ-X710 Microscope. The scale bar is equivalent to 100 *μ*m.

### Ammonia assay

Ammonia was measured in random spot urine and kidney homogenates (20 mg/0.5 mL deionized water) using Cell Biolabs, Inc. colorimetric Ammonia Assay (MET-5086, San Diego, CA) according to the manufacturer’s protocol. Urinary ammonia was normalized to creatinine utilizing the Creatinine Colorimetric Assay Kit (500701, Cayman Chemicals, Ann Arbor, Michigan).

### Glutamine studies

Two weeks after tamoxifen injection, *Pkd1KO* mice were placed on a high protein diet and given an oral gavage (OG) of CB-839 (HY-12248, MedChemExpress, Monmouth Junction, NJ; 100 mg/kg) or vehicle daily for 1 week. Vehicle contained 25% (w/v) hydroxypropyl-β-cyclodextrin (HY-101103, MedChemExpress) in 10 mM sodium citrate (pH 2.0; C7254, Millipore Sigma). In a separate cohort, *Pkd1KO* mice fed a normal protein diet were gavaged with glutamine (G8540, Millipore Sigma; 5 g/kg) or vehicle (1X PBS) daily for 1 week. For both studies, mice were euthanized 1 day after the last dose.

### Statistical analyses

Data are presented as means ± SEM. Differences between group means were analyzed using GraphPad Prism 9 (La Jolla, CA) by two-tailed, unpaired Student’s *t* test, Ordinary one-way ANOVA with Tukey’s multiple comparisons *post hoc* test or two-way ANOVA with Tukey’s multiple comparisons *post hoc* test, as noted. *p* < 0.05 denoted statistically significant.

## Results

### Dietary protein restriction decreases kidney MФ recruitment and expansion, slowing cyst growth in *Pkd1KO* mice

To determine the involvement of innate immunity in protein-accelerated cystogenesis, flox and *Pkd1KO* mice were fed a low (LP), normal (NP), or high (HP) protein diet for 6 weeks. Average daily food intake of NP fed *Pkd1KO* mice was higher than counterparts fed LP or HP (Figure 1A). As a result, an additional group of *Pkd1KO* mice were placed on a restricted NP diet for 6 weeks to approximately match the average caloric intake of the LP and HP fed mice. Restricted NP fed *Pkd1KO* mice had lower body weights compared to those fed *ad libitum* (Supplementary Figure S1A), even though food intake to body weight ratio was comparable to *ad lib* fed NP mice (Supplementary Figure S1B).

*Pkd1KO* mice fed a LP diet had fewer infiltrating and resident MФs (Figures 1B,C), a decreased kidney weight to body weight (KW/BW) ratio (Figure 1D), and a five-fold lower cystic index (Figures 1E,F) compared to NP or HP diet counterparts. Similarly, restricting NP resulted in fewer resident MФs, a decreased KW/BW ratio, and five-fold fewer cysts/dilated tubules compared to higher protein load diets (Figures 1C–F). Kidney expression of MФ-recruiting chemokine *Ccl2* and MФ-expanding cytokine *Csf1* was nearly fifteen-and five-fold lower, respectively, in LP or restricted NP diet versus *ad libitum* NP fed *Pkd1KO* mice (Figures 1G,H). Pro-inflammatory cytokine *Il6* (Figure 1I) and pro-fibrotic cytokine *Tgfb1* (Figure 1J) were suppressed in LP compared to HP fed *Pkd1KO* mice by approximately twenty- and two-fold, respectively. Flox control mice had significantly lower numbers of kidney MФs and expression of associated chemokines and cytokines compared to *Pkd1KO* mice, irrespective of diet.

### MФ depletion slows cyst growth during high dietary protein load in *Pkd1KO* mice

Depleting macrophages with liposomal clodronate was previously shown to slow cyst growth in rodent models of PKD (16, 18). Therefore, we tested whether MФ depletion slows accelerated cyst growth triggered by a dietary protein load. *Pkd1KO* mice treated with clodronate had fewer numbers of both infiltrating and resident MФs compared to counterparts given PBS (Figures 2A,B). Cyst progression was reduced three-fold in clodronate compared to PBS treated mice (Figures 2C,D). Likewise, MФ depletion resulted in lower expression of *Csf1*, *Il6* (10-fold) and *Tgfb1*, with no differences in proliferation marker *Cmyc* (Figures 2E–H).

**Figure 2:**
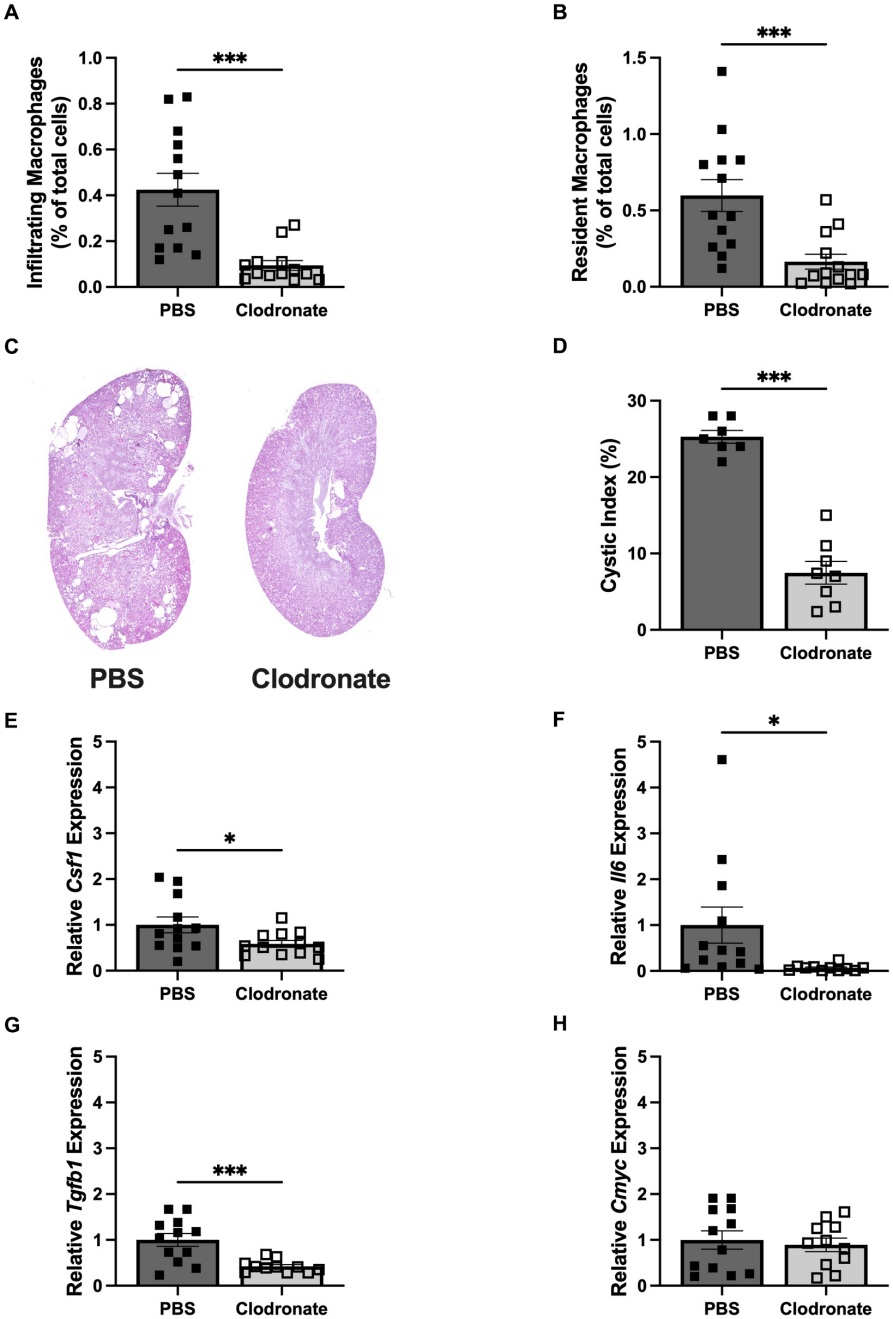
MФ depletion via liposomal clodronate slows cyst progression in HP loaded *Pkd1KO* mice. **(A,B)** Number of infiltrating and resident MФs, shown as a percentage of total cells amongst treatment groups. Twice weekly clodronate (50 mg/kg, IP) treatment suppressed both infiltrating and resident MФs compared to PBS treatment. **(C,D)** Representative *Pkd1KO* kidney histology and cystic index. Cyst growth was blunted by clodronate treatment. **(E–H)** Kidney gene expression of *Csf1, Il6, Tgfb1* and *Cmyc*. Expression of *Csf1, Il6* and *Tgfb1* were significantly lower in clodronate treated mice, without changes in *Cmyc* expression. Gene expression is relative to PBS-treated, HP-fed *Pkd1KO* mice. Results of unpaired, Student’s *t*-test reported. *p < 0.05, ***p < 0.001.

### Early kidney cyst growth from dietary protein load precedes the increase in kidney MФs and inflammation

Due to the observed differences in food intake and body weight during the above 6 week study, an additional cohort of *Pkd1KO* mice were fed either a LP, NP, or HP diet restricted to the same amount of food per day for 1 week total. There were no differences in BW, but the KW/BW ratio was higher in *Pkd1KO* mice fed a HP diet compared to LP and NP diet counterparts (Figure 3A). Although predominantly driven by dilated tubules and small cysts, the cystic index was already doubled in HP compared to LP or NP fed mice (Figures 3B,C). Blood urea nitrogen was also increased in the HP diet mice compared to lower protein loads (Figure 3D). In spite of these changes, there were no differences in the number of kidney infiltrating or resident MФs between diets (Figures 3E,F). The expression of *Il6, Ccl2*, *Tgfb1*, proximal tubular injury marker *Havcr1*, and *Cmyc* were similar amongst all diets (Figures 3G–K).

**Figure 3:**
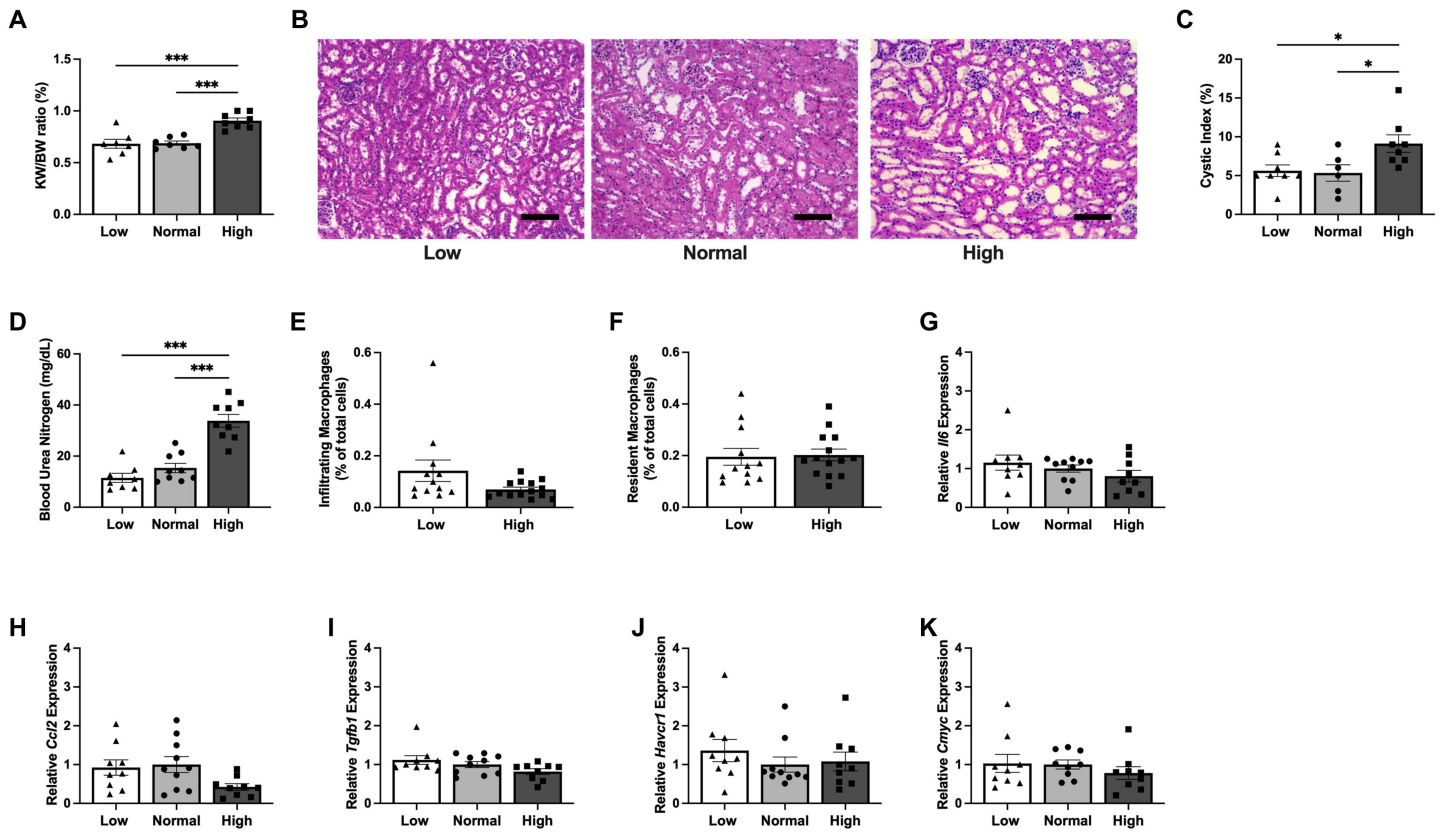
Kidney cyst expansion initiates prior to the increase in inflammatory response during early dietary protein load in *Pkd1KO* mice. **(A–C)** KW/BW ratio, representative kidney histology, and kidney cystic index from *Pkd1KO* mice fed a low, normal, or high protein diet for 1 week. KW/BW ratio and cystic index were higher in HP-fed compared to LP- or NP-fed counterparts (scale bar: 100 *μ*m, 10x magnification). **(D)** Plasma blood urea nitrogen (BUN). HP-fed mice had elevated BUN verses LP- or NP-fed mice. **(E,F)** Number of infiltrating and resident MФs, shown as a percentage of total cells amongst diets. No differences were observed between diets in the number of either MФ. **(G–K)** Kidney gene expression of *Il6, Ccl2, Tgfb1, Havcr1* and *Cmyc*. There were no gene expression differences of cytokines, chemokines, or injury markers amongst mice fed LP, NP, or HP diets. Gene expression is relative to NP-fed *Pkd1KO* mice. Results of an Ordinary one-way ANOVA with Tukey’s multiple comparisons or unpaired, Student’s *t*-test reported. *p < 0.05, ***p < 0.001.

### Dietary protein load increases expression of metabolic markers in kidney tubular epithelial cells

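Tubular epithelial cells take up salt, sugars and amino acids from the filtrate, and in Pkd1KO mice they form the cysts. More protein in the food brings these cells more amino acids and more acid to excrete. RNA from the cells shows which transporters and enzymes differ between the diets after 1 week. Sorted cells from 8 pools, each of 2 to 3 mice, gave 8 libraries. Of these, 2 were from mice on LP (6% protein), 3 on NP (18%) and 3 on HP (60%), all at 2.8 g of food per day. By the paper's supplement, HP also held the least sucrose and no corn starch, and LP the most sucrose. The library labels are F2 and M on LP, F2, KO7 and M on NP, and F1, F2 and M on HP. Gene expression is given in FPKM (fragments per kilobase of transcript, scaled to depth), which the authors computed with RSEM 1.3.3 after trimming with Trim Galore 0.6.7. Depth, estimated from the steps between the low values, was 27000000 to 34400000 fragments per library. Pkd1 itself was at 1.60 ± 0.311 FPKM on LP (SD, n = 2), 2.85 ± 1.12 on NP (n = 3) and 2.53 ± 0.379 on HP (n = 3). Umod, a gene of the thick ascending limb, was at 352 ± 21.9 FPKM on LP, 857 ± 442 on NP and 1166 ± 446 on HP. The sort stained for macrophages, proximal tubule (LTL) and collecting duct (DBA), and the paper names no stain for that limb. Xist, transcribed from the inactive X chromosome, was at 23.4 to 45.3 FPKM in the libraries labelled F, and at 0.81 and 1.09 FPKM in the M libraries of NP and HP. The LP library labelled M held both Xist (16.3 FPKM) and the Y-linked Ddx3y (9.74 FPKM). In KO7, whose label has no sex letter, Ddx3y was at 7.99 FPKM and Xist at 0.78 FPKM. Expression was compared with limma on log2(FPKM + 1) over the 13566 genes with at least 1 FPKM in at least 2 libraries.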

To investigate the early contributors of protein-accelerated cytogenesis, kidneys from *Pkd1KO* mice fed a LP, NP or HP diet (2.8 g/day) for 1 week were cell sorted to isolate tubular epithelial cells. 

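A gene counts as changed by the high protein diet only where it differs from both other diets, which separates it from genes that differ on LP or NP alone. The filter in Fig. 4A was applied to mean FPKM, as a ratio of at least 2 against both NP and LP, a mean of at least 0.1 FPKM over the libraries and a protein-coding gene. This gave 166 genes higher and 138 genes lower on HP. Genes with a mean under 1 FPKM made up 113 of the higher and 107 of the lower ones. In 62 of the higher genes, every HP library lay above every NP and LP library, and in 30 of the lower genes every HP library lay below them. Over all 13566 genes tested, 776 (5.72%) had HP libraries apart from all others, 202 above and 574 below. Chance gives 3.57%, or 242 in each direction, if the labels are ignored. On the deposited FPKM, the genes above were fewer than this and the excess lay among those below. This count was not made with other scalings, so its direction is left open. Among the lower genes with the highest FPKM were Inmt, Eno1b, Dbp, Nat8f6, Serpina1d, Cyp4a12a, Mdk, Angptl7 and Bhlhe40. Mdk, a growth factor gene, was at 64.2 ± 22.1 FPKM on NP (SD, n = 3), 71.2 ± 12.6 on LP (n = 2) and 21.9 ± 6.23 on HP (n = 3). Dbp, a transcription factor of the circadian clock, was at 211 ± 51.1 FPKM on NP, 81.4 ± 14.2 on LP and 26.2 ± 2.90 on HP. With a limma test of HP against the mean of NP and LP, Dbp was lower at an adjusted p of 0.00357 (log2 fold change -2.27, standard error 0.17), and no gene was higher. That call of Dbp was lost without the HP library F1 (adjusted p = 0.101) and with no filter on low values (0.0729), and held in the other 20 of 22 alternatives. At an unadjusted p under 0.05, 553 genes were higher and 942 lower, where chance gives 678 in both directions together. LP against NP, with no HP library compared, gave 620 higher and 789 lower, so such an excess is not particular to HP. The balance for HP against the mean hung on the scaling. It was 505 and 692 after scaling to the same sum, and 899 and 630 with median-of-ratios. It was 885 and 735 with quantile normalization, and 834 and 446 when rescaled without haemoglobin and mitochondrial genes. Without the HP library M, 69 genes passed the adjusted threshold in this comparison and the 2-fold filter gave 310 higher and 269 lower genes. With the sex letter of the labels as a covariate and without KO7, 117 genes passed. That fit has 7 libraries and 3 residual degrees of freedom. It counts LP M as M, though LP M also held Xist.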

RNA sequencing analysis yielded 193 genes that were commonly increased and 177 genes that were commonly decreased in HP compared to LP or NP fed mice (Figure 4A and Supplementary Figures S2A,B). 

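Phosphoenolpyruvate carboxykinase makes phosphoenolpyruvate from oxaloacetate, so that the carbon of glutamine and other amino acids can leave the mitochondrial cycle and become glucose. Its cytosolic form is encoded by Pck1, the paper's Pepck1 (identifier ENSMUSG00000027513.12). Pck1 was at 1744 ± 434 FPKM on HP (SD, n = 3), 693 ± 130 on NP (n = 3) and 709 ± 56.6 on LP (n = 2). Each HP library, at 2195, 1706 and 1329 FPKM, lay above the highest NP or LP library, at 843 FPKM. The log2 fold change was 1.32 against NP (standard error 0.21, adjusted p = 0.103 from limma) and 1.27 against LP (adjusted p = 0.176). Among the 166 genes higher on HP, Pck1 had the highest FPKM on HP. By the ratio of HP to NP, 2.52, it ranked at place 104 of the 166, and by the ratio to LP, 2.46, at place 115. Among the next by FPKM on HP were the haemoglobin genes Hbb-bs, Hba-a2 and Hba-a1, and Gm10639, Fam25c, Slc38a3, Nccrp1, Wsb1, Ppp1r1b, Lad1 and Mogat2. Hbb-bs was at 119 ± 39.9 FPKM on HP, 59.2 ± 31.2 on NP and 56.6 ± 4.84 on LP. Pck1 passed the threshold against both diets when the HP library M was left out (adjusted p = 0.0306 and 0.0452 from limma). With the sex letter as a covariate without KO7, Pck1 also passed against both (0.0336 and 0.0254). That fit counts LP M as M, though LP M also held Xist. Over all alternatives the adjusted p of Pck1 was 0.0306 to 0.467 against NP and 0.0254 to 0.737 against LP.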

The top upregulated gene was phosphoenolpyruvate carboxykinase *(Pepck1)*, a cytosolic enzyme essential for gluconeogenesis (Figure 4B). Confirmatory RT-PCR for several of the top 10 upregulated genes relevant to tubular epithelial metabolism was performed, finding increased expression of sodium-glutamine transporter *Slc38a3* (26) and voltage-gated chloride channel *Clcnka* (27) in the HP compared to NP or LP fed mice (Figures 4C,D), but no differences in *Pepck1* or *Ppp1r1b*, a dopamine- and cAMP-regulated inhibitor of protein phosphatase-1 (28) (Figures 4E,F).

**Figure 4:**
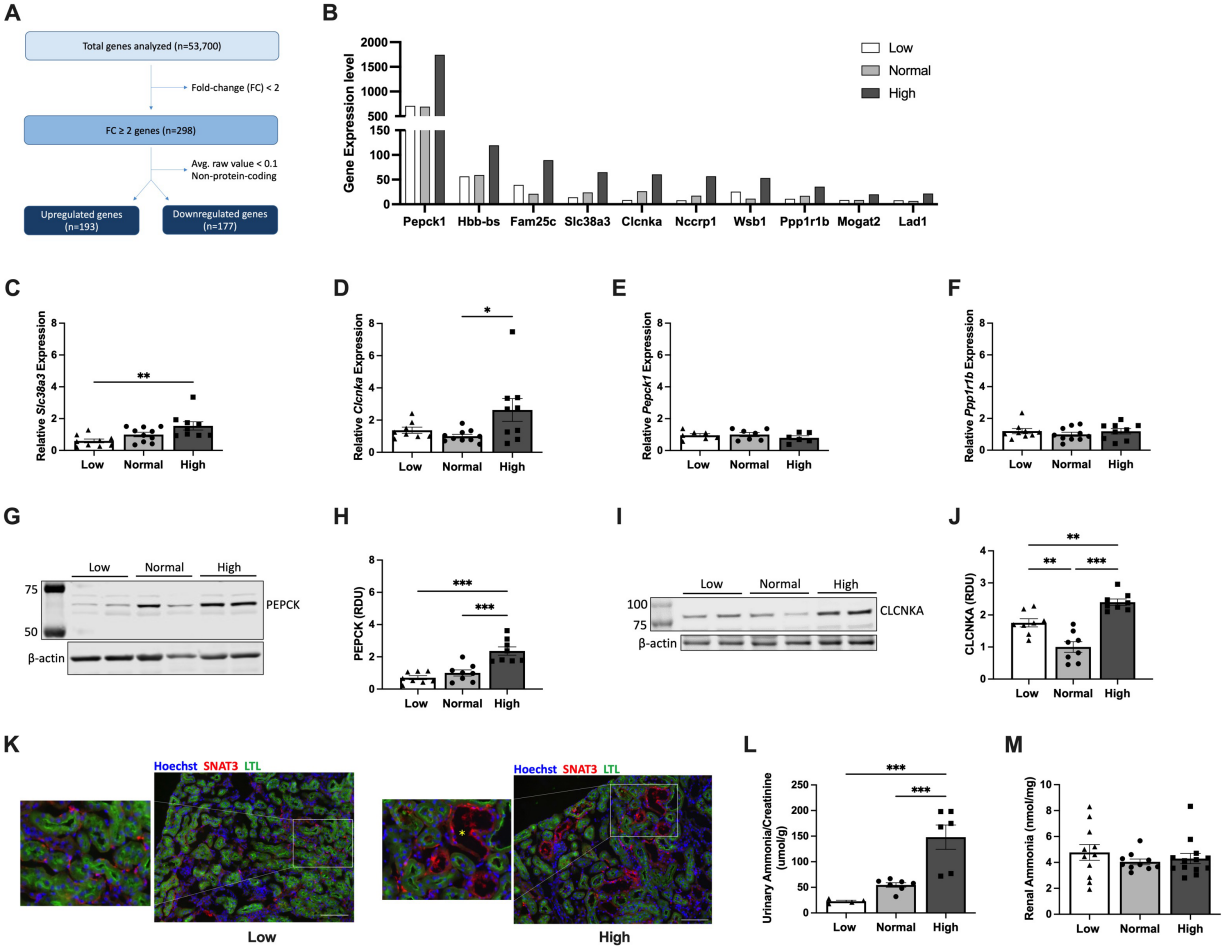
Early dietary protein load upregulates expression of *Slc38a3*, *Pepck1* and *Clcnka* in kidney tubular epithelial cells. **(A)** Flow chart of RNA sequencing analysis using flow-sorted kidney epithelial cells from *Pkd1KO* mice fed a low, normal, or high protein diet for 1 week. **(B)** Top 10 upregulated genes in kidney epithelial cells from HP compared to LP or NP diet fed *Pkd1KO* mice. **(C–F)** Kidney gene expression of *Slc38a3, Clcnka, Pepck1*, and *Ppp1r1b*. Gene expression of *Slc38a3* and *Clcnka* was higher in HP-fed mice compared to LP- or NP- fed mice, respectively. There were no differences in gene expression of *Pepck1* or *Ppp1r1b*. **(G–J)** Representative Western blots and densitometric quantification of PEPCK and CLCNKA. Expression of both proteins is elevated in *Pkd1KO* mice fed a HP versus a LP or NP diet. Gene expression and protein abundance is relative to NP-fed *Pkd1KO* mice. **(K)** Representative immunofluorescent images of kidneys from LP- and HP-fed *Pkd1KO* mice stained for SNAT3 (red), LTL (green), and Hoechst (blue). SNAT3 localizes to the basolateral membrane of both proximal and distal tubules in LP- and HP-fed mice, with prominent expression in dilated distal tubules in HP-fed mice (scale bar: 100 *μ*m, 10x magnification). Yellow asterisk denotes dilated tubule. **(L,M)** Ammonia concentration in urine and kidney tissues from *Pkd1KO* mice fed a LP, NP, or HP diet. Urinary NH3, normalized to urinary creatinine, was higher in HP-fed mice compared to LP or NP counterparts. Diet did not alter kidney NH3 levels. Results of an Ordinary one-way ANOVA with Tukey’s multiple comparisons test reported. *p < 0.05, **p < 0.01, ***p < 0.001.

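Slc38a3 (ENSMUSG00000010064.16) encodes the glutamine transporter SNAT3, which takes up glutamine for the formation of ammonia. Ppp1r1b encodes an inhibitor of protein phosphatase 1 that acts downstream of cAMP. In the sorted cells, Slc38a3 was at 65.1 ± 33.4 FPKM on HP (SD, n = 3), 24.0 ± 21.8 on NP (n = 3) and 14.2 ± 1.73 on LP (n = 2). Its HP library M lay below the NP library F2, and NP KO7 was the lowest library, at 8.37 FPKM. The log2 fold change of Slc38a3 was 1.59 against NP (standard error 0.60, adjusted p = 0.498 from limma) and 1.96 against LP (0.67, adjusted p = 0.320). Within a label it was higher on HP, at 79.4 FPKM in F2 against 48.9 on NP and 15.4 on LP, and at 26.9 FPKM in M against 14.9 and 13.0. With the labels F2 and M as a block, a fit that leaves out HP F1 and NP KO7, limma gave 0.75 against NP (adjusted p = 0.276). With the sex letter as a covariate and without KO7, its change was 0.86 against NP (adjusted p = 0.241) and 1.75 against LP (adjusted p = 0.0321). That fit counts LP M as M, though LP M also held Xist. Over all alternatives the adjusted p of Slc38a3 was 0.200 to 0.9996 against NP and 0.0321 to 0.737 against LP. Ppp1r1b (ENSMUSG00000061718.13) was at 35.8 ± 12.7 FPKM on HP, 17.2 ± 5.53 on NP and 11.2 ± 0.587 on LP. Its HP library M, at 21.6 FPKM, lay below NP KO7, at 23.6 FPKM, and its adjusted p from limma was 0.398 against NP (0.0856 to 0.9996 over all alternatives) and 0.198 against LP (0.0318 to 0.737, under 0.05 in 2 of 23). Nccrp1 was at 56.7 ± 21.5 FPKM on HP, 17.3 ± 4.31 on NP and 7.99 ± 1.15 on LP, and Wsb1 at 53.2 ± 20.7, 11.4 ± 4.27 and 25.5 ± 0.799. Fam25c was at 89.2 ± 51.5 FPKM on HP, 21.1 ± 22.0 on NP (46.4 in F2, 10.5 and 6.42 in the others) and 39.2 ± 11.8 on LP, and Mogat2 at 20.0 ± 7.47, 8.51 ± 1.04 and 8.60 ± 1.85. Lad1 was at 32.8 and 27.3 FPKM in the HP libraries F1 and F2 and at 5.33 FPKM in the HP library M, below every NP and LP library.

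**Figure D1:**
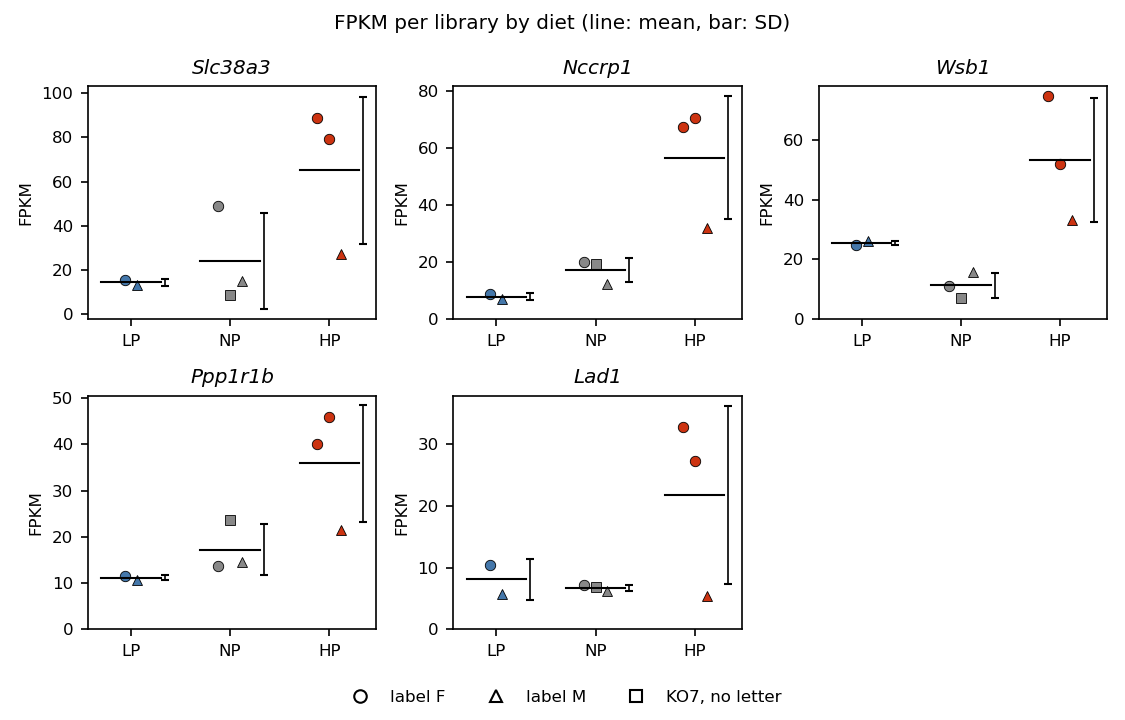
FPKM of 5 of the genes in Fig. 4B in each library, by diet (horizontal axis). Lines are means and bars are SD over 2 (LP) or 3 (NP, HP) libraries; the symbol gives the letter of the label. The HP library M is the lowest of the 3 HP libraries in each panel, at 26.9 FPKM for Slc38a3 and 5.33 FPKM for Lad1.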

Western blot analysis revealed increased protein abundance of PEPCK (Figures 4G,H) and CLCNKA (Figures 4I,J) in the HP compared to NP and LP diet groups. Immunofluorescence for SNAT3, the protein encoded by *Slc38a3*, revealed basolateral membrane expression in proximal (LTL-positive) and distal (LTL-negative) tubules of both low and high protein diet fed mice. Additionally, SNAT3 was expressed in dilated tubules in mice fed a HP diet (Figure 4K). Ammonia (NH3), generated from glutamine metabolism, excretes acid into the urine (29). Thus, we examined whether *Pkd1KO* mice retain or excrete more ammonia on a HP diet. Urinalysis revealed increased NH3 levels in HP compared to LP or NP fed mice (Figure 4L), while no differences were observed in kidney tissue (Figure 4M). Collectively, these data suggest that changes in glutamine metabolism and/or ion transport contribute to early hypertrophy and cyst growth induced by a HP diet.

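Kidney cells break down glutamine to ammonia, which carries acid into the urine, and the carbon left over feeds gluconeogenesis. Salt transport in the loop of Henle and the distal nephron runs on sodium, potassium and chloride carriers that work in series. Of 17 genes of glutamine use and ammonia formation, listed before the data were examined, 16 were measured. None passed the limma test over all genes against the mean of NP and LP (at an adjusted p under 0.05), and 6 were higher and 2 lower when adjusted over the list alone. The 16 include Slc38a3 and Pck1, which the paper picked for being higher on HP in these same libraries. The list was not tested without them. Rhbg, an ammonia channel, was at 16.5 ± 4.96 FPKM on HP (SD, n = 3), 11.3 ± 1.83 on NP (n = 3) and 6.42 ± 0.891 on LP (n = 2). Glud1, which turns glutamate into ammonium and a cycle intermediate, was at 497 ± 232 FPKM on HP, 265 ± 73.9 on NP and 205 ± 22.9 on LP. Glul, which makes glutamine from ammonia, went the other way, at 143 ± 32.0 FPKM on HP, 281 ± 58.3 on NP and 217 ± 27.2 on LP. The list's median log2 fold change against the mean of NP and LP was 0.36 (camera with a preset correlation of 0.01, adjusted p = 0.00318 over 36 lists, and 0.415 with an estimated correlation). It was 0.17 against NP, with 9 genes above 0 and 7 below (adjusted p = 0.281), and 0.41 against LP, with 12 above and 4 below, so LP carries most of it. Of 22 measured genes of chloride and sodium transport, 21 were above 0 in this comparison, and 5 were higher when adjusted over the list alone. Against LP their median was 0.77, with 13 of 22 higher over the list alone, and against NP it was 0.07, with 13 above 0 and 9 below. The list shares 5 genes with the markers of the thick ascending limb, among them a gene that the paper picked for being higher on HP in these libraries. Of those markers, 13 of 13 lay above 0 against the mean of both diets, with a median of 0.98. Their adjusted p was 0.393 by camera with an estimated correlation and 0.192 by fry. A larger share of these cells is therefore not set apart from a change within them. The sort stained for proximal tubule and collecting duct, not for this segment, and how far its cells entered each library was not tested. Slc12a1, the sodium-potassium-chloride cotransporter of that segment, was at 143 ± 59.1 FPKM on HP, 89.5 ± 13.2 on NP and 33.0 ± 1.09 on LP. Kcnj1, the potassium channel beside it, was at 46.7 ± 13.6 FPKM on HP, 30.4 ± 7.86 on NP and 17.6 ± 0.735 on LP. Of the 36 lists, 19 passed camera with the preset correlation against the mean of NP and LP, and with an estimated correlation none did; fry, which tests each list on its own, called none for one direction and 5 for change in either direction. From the rise of these transporters and of ammonia in the urine, the paper proposes that glutamine metabolism or ion transport contributes to the early growth of kidney and cysts on HP.

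**Figure D2:**
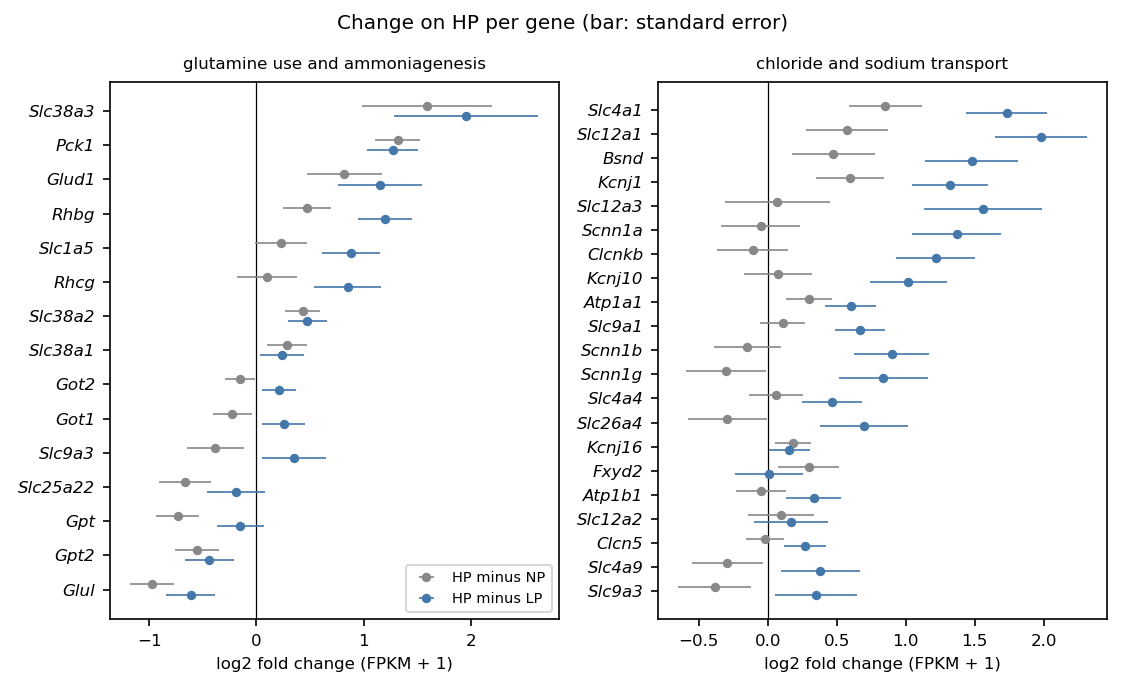
Log2 fold change of FPKM + 1 per gene on HP against NP (grey) and against LP (blue), for 15 genes of glutamine use and 21 genes of chloride and sodium transport; bars are standard errors from limma. In the second list, 21 of 21 genes drawn lie above 0 against LP and 12 against NP.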

### Glutamine supplementation induces kidney hypertrophy in *Pkd1KO* mice

In ADPKD, glucose is disproportionately converted into lactate instead of pyruvate, which is necessary to fuel the tricarboxylic acid (TCA) cycle. This metabolic reprogramming allows glutamine to be used as an alternative energy source to spin the TCA cycle via intracellular conversion to glutamate by glutaminase (30). Therefore, to further delineate the role of glutamine in altering early growth dynamics, *Pkd1KO* mice fed a high protein diet were dosed with vehicle or glutaminase inhibitor CB-839 for 1 week. Treatment with CB-839 appeared to be toxic, as 40% of experimental mice died before the end of the study (Figure 5A). Remaining mice were hunched, weighed significantly less than vehicle treated mice (Figure 5B), and presented with liver discoloration. Consequently, there was no difference in KW/BW ratio (Figure 5C) or cystic index (Figures 5D,E) between vehicle and CB-839 treated mice.

**Figure 5:**
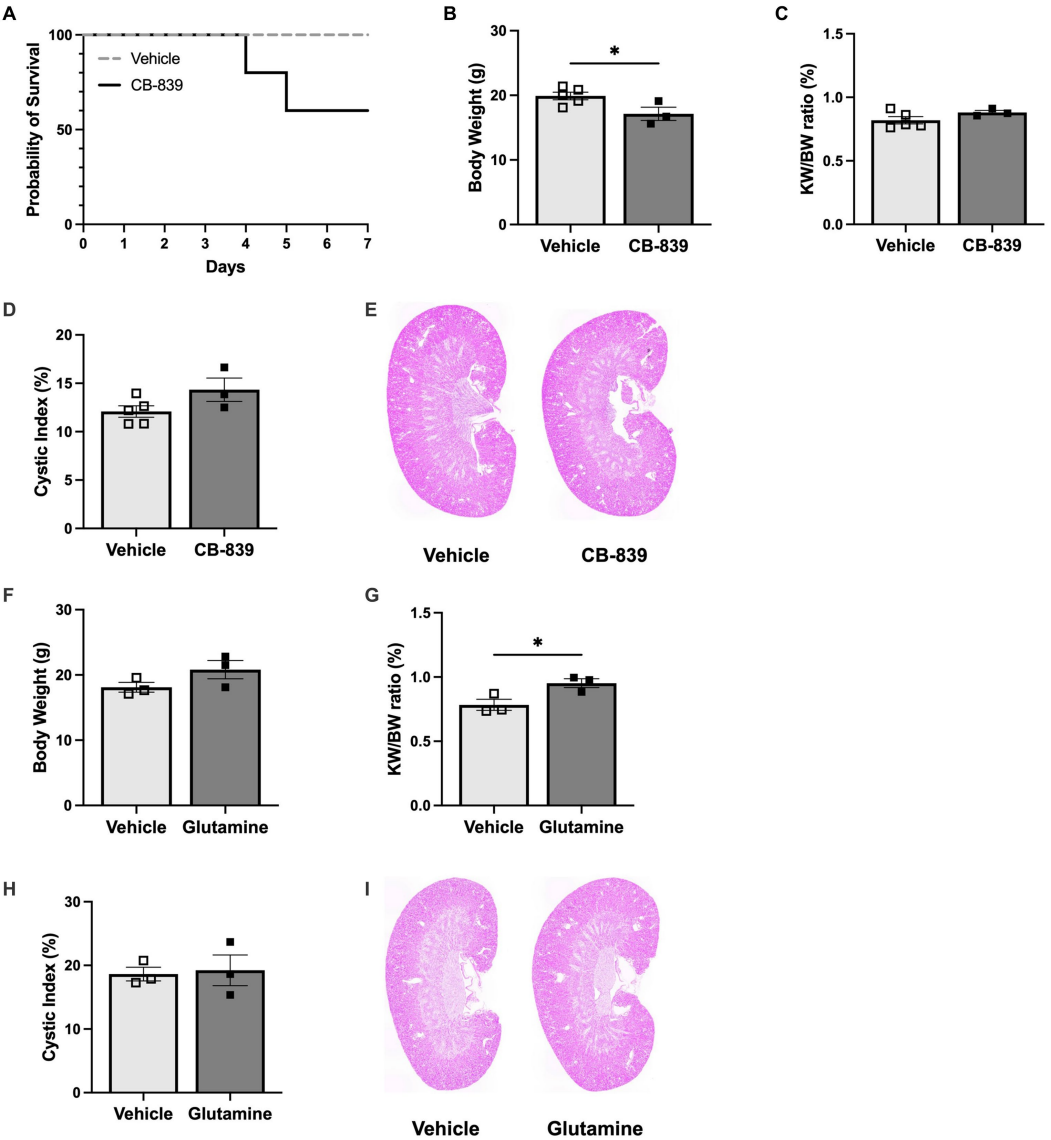
Glutamine stimulates early kidney hypertrophy in *Pkd1KO* mice. **(A)** Daily CB-839 (100 mg/kg, OG) treatment for 1 week with high protein feeding decreased survival compared to vehicle treatment. **(B–E)** Body weight, KW/BW ratio, representative kidney histology and cystic index of mice treated with vehicle or CB-839. With a reduction in BW, no difference was observed in KW/BW or cyst expansion between treatment groups. **(F–I)** BW, KW/BW ratio, representative kidney histology and cystic index of mice treated with vehicle or glutamine (5 g/kg, OG) daily for 1 week with normal protein feeding. KW/BW ratio increased in mice given glutamine, while no differences where observed in cystic index. Results of unpaired, Student’s *t*-test reported. *p < 0.05.

To combat these adverse effects, *Pkd1KO* mice were instead fed a normal protein diet and gavaged with vehicle or glutamine for 1 week. Glutamine supplementation did not alter body weight (Figure 5F), but it did significantly increase kidney growth (Figure 5G) compared to vehicle. There were no differences in cystic index (Figures 5H,I). This implies that glutamine is an essential contributor to early kidney growth observed with HP intake.

## Discussion

Our previous study identified resident MФs as key drivers of accelerated cystogenesis in *Pkd1KO* mice following compensatory renal hypertrophy by unilateral nephrectomy (22). The present study found that dietary protein load results in renal hypertrophy and cyst growth, accompanied by increases in both infiltrating and resident MФs in *Pkd1KO* mice. Suppressing MФs with clodronate treatment mitigates the inflammatory response and slows cystic acceleration induced during HP intake. Moreover, HP diet stimulates alternative energy metabolism within kidney tubular epithelial cells, progressing cyst growth prior to MФ recruitment in early stages of cystic development.

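A cell can draw energy from glucose by glycolysis, from fatty acids and ketone bodies, or from amino acids, and each route has its own enzymes. The lists for these routes were tested in the sorted cells for HP against the mean of NP and LP. Of the 20 measured genes of fatty acid oxidation and ketogenesis, 17 were below 0, with a median of -0.22, and 1 was lower when adjusted over the list alone. Acadl, a fatty acid dehydrogenase, was at 103 ± 7.03 FPKM on HP (SD, n = 3), 136 ± 13.1 on NP (n = 3) and 131 ± 4.72 on LP (n = 2). Pdk4, which holds pyruvate back from the cycle, was at 12.3 ± 9.21 FPKM on HP, 4.28 ± 1.66 on NP and 5.5 ± 0.679 on LP; the HP library M, at 22.9 FPKM, carries most of this, with 7.37 and 6.58 FPKM in the others. Glycolysis and lactate genes had a median of 0.22, with 13 of 17 above 0 and 3 higher over the list alone. Pkm was at 186 ± 68.0 FPKM on HP, 113 ± 34.8 on NP and 72.5 ± 3.83 on LP, and Hk1 at 22.3 ± 7.51, 16.8 ± 5.57 and 7.59 ± 0.113. Slc16a1, a lactate carrier, was at 12.9 ± 2.58 FPKM on HP, 5.83 ± 0.729 on NP and 10.5 ± 2.5 on LP. Sugar uptake and fructose genes had a median of -0.17, with 12 of 14 below 0. The fructose carrier Slc2a5 was at 53.5 ± 20.1 FPKM on HP, 145 ± 69.2 on NP and 94.6 ± 14.6 on LP. Fructokinase (Khk) was at 840 ± 68.8, 978 ± 199 and 1788 ± 330 FPKM in the same order. The HP diet also held less sucrose and starch than NP and LP. Dietary protein and sugar therefore cannot be told apart for these routes. Genes of the TCA cycle had a median of 0.04 (14 of 20 above 0), those of oxidative phosphorylation 0.06 (32 of 43; 0.15 against NP with 41 above 0, and -0.05 against LP with 31 below 0) and the mitochondrially encoded mRNAs 0.11 (13 of 13). None of the genes in these lists passed the threshold over all genes. Shares of cell types are not set apart from changes within cells here. Markers of the thick ascending limb, endothelium (12 of 12), fibroblasts and pericytes (8 of 8) and macrophages (17 of 17) lay above 0 along with glycolysis. Most of those of the proximal tubule lay below 0. None of these lists passed the threshold with an estimated correlation. The sort stained for proximal tubule, collecting duct and macrophages, and how far other cells entered each library was not tested. With the sex letter as a covariate and without KO7, Slc2a5 (adjusted p = 0.00693 from limma), Khk (0.0232) and Pkm (0.0336) passed the threshold in the same directions. That fit counts LP M as M, though LP M also held Xist.

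**Figure D3:**
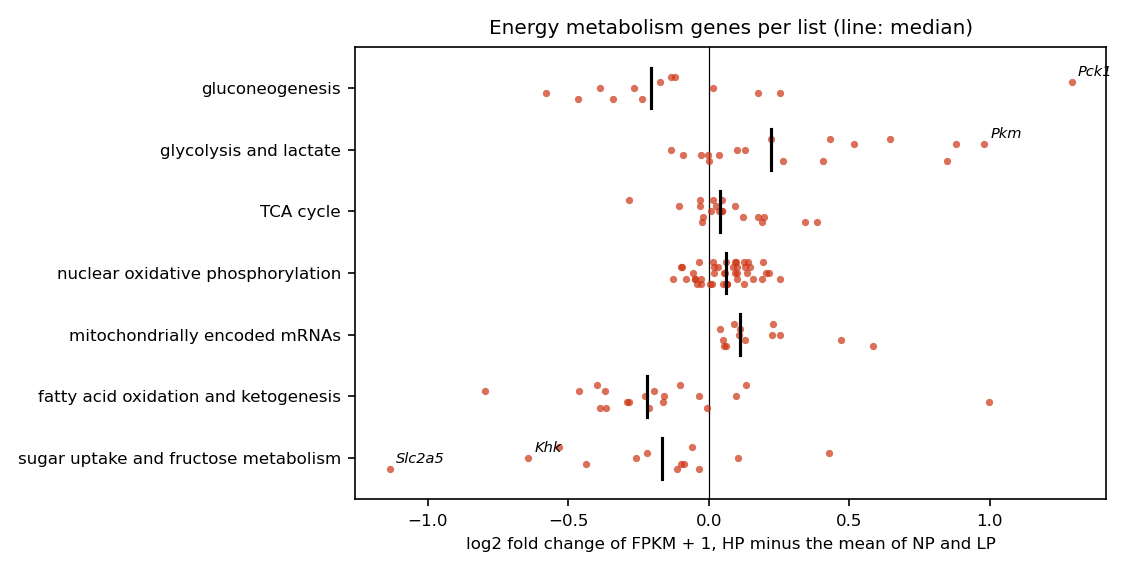
Log2 fold change of FPKM + 1 on HP against the mean of NP and LP, for measured genes (points) of 7 lists of energy metabolism; black lines are the medians of the whole lists, of which some genes are not drawn. Pck1 lies apart from the other gluconeogenesis genes at 1.29, and Slc2a5 lies at -1.14.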

High protein intake increases the delivery of amino acids to the kidney triggering hypertrophy (14, 31). Of note, there were no substantial phenotype differences observed between NP and HP fed *Pkd1KO* mice during the 6 week intervention. However, NP-fed *Pkd1KO* mice had a higher daily food intake compared to HP-fed knockouts and increased caloric intake is known to promote cystogenesis (32, 33). When NP diet was restricted to approximately match the caloric intake to that of the HP and LP groups, it significantly reduced the number of MФs, expression of chemokines and cytokines, and expansion of cysts. Considering mice ate the restricted food within a few hours of replacement, this complies with a fasting period, which is known to slow cystogenesis (34, 35). Whether these changes were due to differences in glucose dynamics or ketosis has yet to be determined.

Previous reports have indicated that cyst progression in ADPKD is largeley shaped by macrophage involvement. Specifically, macrophages were shown to accumulate and home to cystic epithelium contributing to cyst growth in both orthologous (16, 19) and nonorthologous (21) models of PKD, whereas blockade of macrophage colony stimulating factor CSF1 (21) or monocyte chemoattractant protein MCP-1 (19) in these models reduced macrophage numbers and cyst formation. Our data is in agreement with these observations, showing clear macrophage number and cytokine level increases in chronically HP-fed *Pkd1KO* mice that are drastically attenuated by macrophage depletion. Interestingly, this does not appear to be the case in early cyst development and hypertrophy due to protein load in our 1 week model. This is in opposition to Cassini et al. (19), who found highly upregulated *Mcp1* and increased macrophage numbers at a similarly early timepoint soon after induction. However, it is possible that disease progression differs in Cassini’s tubule-specific, TetO-Cre *Pkd1KO* mice versus the global, Cag-Cre *Pkd1KO* mice used in the present study.

Amino acids are metabolized in the mitochondria to contribute to the organelles’ main function of producing energy via oxidative phosphorylation. In ADPKD, this task is known to be impaired, in part, due to the cells inability to fuel the TCA cycle due to impaired glycolysis. This reprogramming, termed the Warburg-like effect, shifts the cell towards aerobic glycolysis, converting pyruvate to lactate instead of entering the TCA cycle, ultimately yielding less adenosine triphosphate (ATP) (30, 36, 37). Due to this lack in energy supply, mitochondria preferentially utilize glutamine to maintain membrane potential and overall function in PKD (38, 39).

Upon initiation of renal hypertrophy and cyst growth induced by a HP diet, we uncovered that kidney epithelial cells increase expression of SNAT3 and PEPCK. 

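SNAT3 brings glutamine into the proximal tubule cell, and PEPCK passes its carbon on toward glucose, so the genes around both show whether the route changed as a whole. Of 14 measured genes of gluconeogenesis, 4 were above 0 and 10 below 0 on HP against the mean of NP and LP. Their median log2 fold change was -0.21. Camera called this list in neither direction (adjusted p = 0.164), while fry for change in either direction gave an adjusted p of 0.000956. Of the markers of the proximal tubule, 15 of 20 were below 0, with a median of -0.25 and no call by camera (adjusted p = 0.290), so a lower share of these cells is neither shown nor set apart from a change of the route. When adjusted over the list alone, Pck1 was higher and 3 genes were lower. Those were Fbp2, Hnf4a and Slc37a4. Fbp2, a fructose bisphosphatase, was at 13.3 ± 1.38 FPKM on HP (SD, n = 3), 22.2 ± 4.75 on NP (n = 3) and 19.1 ± 4.49 on LP (n = 2). Hnf4a, a transcription factor of the proximal tubule, was at 113 ± 13.5 FPKM on HP, 183 ± 6.64 on NP and 133 ± 27.3 on LP. Slc37a4, which carries glucose 6-phosphate to the last enzyme of the route, was at 150 ± 14.5 FPKM on HP, 204 ± 15.7 on NP and 190 ± 12.2 on LP. Fbp1 was at 806 ± 118 FPKM on HP, 841 ± 75.1 on NP and 1240 ± 258 on LP. The diets differed in sucrose and starch as well as protein, and these cannot be told apart for the genes of this route. Among 19 measured amino acid transporters, 9 were above 0 and 10 below 0, with a median of -0.08, and camera called the list in neither direction (adjusted p = 0.119). Besides Slc38a3, Slc6a12 was at 3.61 ± 1.21 FPKM on HP, 1.41 ± 0.421 on NP and 1.00 ± 0.0424 on LP, and Slc43a2 at 29.2 ± 7.92, 23.0 ± 3.46 and 12.3 ± 2.48. Of 28 genes of amino acid catabolism, 11 were above 0 and 17 below 0 (median -0.04), and their direction by camera changed between settings. Gatm, which makes the precursor of creatine from arginine and glycine, was at 477 ± 140 FPKM on HP, 278 ± 18.3 on NP and 359 ± 30.3 on LP. Fah, of tyrosine breakdown, was at 215 ± 37.0 FPKM on HP, 333 ± 31.0 on NP and 295 ± 2.25 on LP.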

SNAT3, a sodium-glutamine transporter localized to the basolateral membrane in proximal tubules, transports glutamine into the cell (26). Glutamine is then converted to glutamate for use in (1) the TCA cycle for gluconeogenesis/ATP synthesis (40) and (2) ammoniagenesis to excrete acid from the kidney (29). This data is supported by previous studies showing increased kidney *Slc38a3* and/or *Pepck1* expression upon HP (41) or high acid diet (41, 42) in wild type mice as well as those suggesting essential metabolic precursors for glucose and ATP metabolism promote PKD (30, 43). Interestingly, SNAT3 was highly expressed in cystic tubular epithelium of our *Pkd1KO* mice fed a NP diet, indicating increased glutamine uptake into cysts. Together, the elevated expression of SNAT3 and PEPCK, which catalyzes gluconeogenesis and mitochondrial oxidative phosphorylation (44, 45), and increased urinary ammonia in HP diet fed mice implies a role for glutamine metabolism early in *Pkd1KO* cyst growth. This study is limited by the absence of available metabolomic profiles for cystic versus noncystic tubular epithelial cells during a high protein diet.

Steidl et al. recently uncovered that glutamine, but not glucose, supplementation is sufficient to produce ATP in cells exposed to metabolic stress, as occurs in ADPKD (46). Therefore, it is unsurprising that inhibiting glutamine intracellular entry would result in weight loss and death in our *Pkd1KO* mice without a viable source of energy. Kidney hypertrophy and cystic index were unchanged by glutaminase inhibition, contrary to studies performed in Aqp2-Cre or HoxB7-Cre Pkd1^fl/fl^ mice (47, 48). These differences may be explained by the fact that both mice are constituitive models that begin to grow kidney cysts *in utero*, whereas our inducible mice begin to form cysts as an adult after Cre induction. Thus, the Aqp2-Cre or HoxB7-Cre mice are likely already in a “proliferative” state at the onset of treatment, unlike CAGG-Cre mice. Lack of cyst growth with CB-839 in our global *Pkd1KO* mice may also be due to inhibiting extrarenal sources of *Pkd1* that could contribute to cyst size, unlike the kidney specific mice. We plan on unraveling these concepts in future studies comparing CAGG-Cre and Ksp-Cre *Pkd1KO* mice. Since loss of body weight with CB-839 made it difficult to discern glutamine’s contribution to early cyst growth from HP diet, extra *Pkd1KO* mice on a NP diet were gavaged with either vehicle or an additional serving of glutamine for 1 week. Glutamine alone was sufficient to induce kidney hypertrophy, emphasizing that, in agreement with Flowers et al. (48), glutamine is essential for early *Pkd1KO* growth.

Another noteworthy finding is that HP diet increased kidney expression of CLCNKA, a transepithelial chloride channel localized to the inner medullary thin ascending limb (tAL) and involved in urine concentrating mechanisms (27). Dehydration upregulates CLCNKA expression in the basolateral membrane of the tAL (49) in addition to the distal tubules (50) to facilitate chloride excretion and sodium reabsorption. Although protein load has not been shown to alter CLCNKA expression in the kidney (51), vasopressin, which is elevated in ADPKD and contributes to cystogenesis (52), has been shown to stimulate kidney CLCNKA expression (53). Whether increased CLCNKA expression from HP diet results in cystogenesis or a urine concentrating defect in ADPKD remains to be determined.

Collectively, this study indicates that dietary protein load in *Pkd1KO* mice increases delivery of glutamine and alternative energy production during early hypertrophy leading to accelerated cyst growth prior to induction of an immune response. In agreement with our unilateral nephrectomy model, HP diet-induced cystogenesis is dependent on macrophage influx and increased inflammation. Future testing of these early metabolic markers will be necessary to decipher the direct contribution of each to cyst expansion.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE# 225495. Data has been deposited.

## Ethics statement

The animal study was reviewed and approved by University of Alabama at Birmingham IACUC. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

RS, SY, JH, and TS conceptualized and designed the study. RS, SY, JH, J-SH, CL, MK, and SS performed experiments. RS and TS drafted the manuscript, interpreted results and prepared figures. RS, SY, JH, CL, DC, and TS analyzed data. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by a NIH NIDDK Postdoctoral Training Grant (T32 DK007545) to RS and NIH NIDDK grants R03 DK119717 and R01 DK132028 to TS.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Accelerated cystogenesis by dietary protein load is dependent on, but not initiated by kidney macrophages
**Source:** Front Med (Lausanne). 2023 Jul 19;10:1173674. doi: 10.3389/fmed.2023.1173674
**Supplement:** Supplementary file 1

**SUPPLEMENTARY**

**Table 1.** *Nutritional composition (g/Kg) per diet*

|  | Low (6%) Protein Diet | Normal (18%) Protein Diet | High (60%) Protein Diet |
| --- | --- | --- | --- |
| Calcium Carbonate | 1.6 | 4.6 | 15.4 |
| Calcium Phosphate, dibasic | 21.6 | 17.36 | 2.35 |
| Casein | 69 | 207 | 695 |
| Cellulose | 57.82 | 41.06 | 20 |
| Corn Oil | 53.9 | 52.6 | 48 |
| Corn Starch | 200 | 200 | 0 |
| DL-Methionine | 0.9 | 2.7 | 0 |
| Ethoxyquin, antioxidant | 0.01 | 0.01 | 0.01 |
| Maltodextrin | 0 | 0 | 55 |
| Mineral Mix | 13.37 | 13.37 | 13.37 |
| Sucrose | 572 | 451 | 141 |
| Vitamin Mix | 10 | 10 | 10 |

**Table 2.** *Amino acid composition (g/Kg) per diet*

|  | Low (6%) Protein Diet | Normal (18%) Protein Diet | High (60%) Protein Diet |
| --- | --- | --- | --- |
| Ala | 1.794 | 5.382 | 18.07 |
| Arg | 2.277 | 6.831 | 22.935 |
| Asp | 4.14 | 12.42 | 41.7 |
| Cys | 0.1725 | 0.5175 | 1.7375 |
| Glu | 12.558 | 37.674 | 126.49 |
| Gly | 1.104 | 3.312 | 11.12 |
| His | 1.725 | 5.175 | 17.375 |
| Ile | 3.45 | 10.35 | 34.75 |
| Leu | 5.52 | 16.56 | 55.6 |
| Lys | 4.83 | 14.49 | 48.65 |
| Met | 2.487 | 7.461 | 15.985 |
| Phe | 3.036 | 9.108 | 30.58 |
| Pro | 6.21 | 18.63 | 62.55 |
| Ser | 3.45 | 10.35 | 34.75 |
| Thr | 2.622 | 7.866 | 26.41 |
| Trp | 0.69 | 2.07 | 6.95 |
| Tyr | 3.174 | 9.522 | 31.97 |
| Val | 4.14 | 12.42 | 41.7 |

**Table 3.** *Primary* *antibodies* *for specified assays*

| **Target** | **Catalog #** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| *Flow Cytometry* | | | |
| CD45, PE | 12-0451-82 | Invitrogen | 1:300 |
| F4/80, eFLUOR 450 | 48-0451-82 | Invitrogen | 1:200 |
| CD11b, APC | 17-0451-82 | Invitrogen | 1:200 |
| Ly-6C, APC-Cy7 | 557661 | BD Biosciences | 1:100 |
| CD11c, PE-Cy7 | 25-0114-82 | Invitrogen | 1:300 |
| Ly6c, PerCP5.5 | 560525 | BD Biosciences | 1:200 |
| CD3e, FITC | 553062 | BD Biosciences | 1:100 |
| I-A/I-E, BV650 | 107641 | Biolegend | 1:200 |
| LIVE/DEAD | L34966 | Invitrogen | 1:500 |
| *Western Blot* | | | |
| PEPCK | 10004943 | Cayman Chemical | 1:500 |
| CLCNKA | mbs129305 | MyBioSource.com | 1:1000 |
| β-Actin | AM4302 | Invitrogen | 1:10000 |
| *Immunofluorescence* | | | |
| SNAT3 | sc-398982 | Santa Cruz Biotechnology, Inc. | 1:50 |

**Table 4.** *Primers* *for quantitative RT-PCR*

| **Gene** | **Direction** | **Sequence (5'→3')** |
| --- | --- | --- |
| *Il6* | Forward | TAGTCCTTCCTACCCCAATTTCC |
|  | Reverse | TTGGTCCTTAGCCACTCCTTC |
| *Ccl2* | Forward | TGATCCCAATGAGTAGGCTGGAG |
|  | Reverse | ATGTCTGGACCCATTCCTTCTTG |
| *Tgfb1* | Forward | CTTCAATACGTCAGACATTCGGG |
|  | Reverse | GTAACGCCAGGAATTGTTGCTA |
| *Havcr1* | Forward | AGCAGTCGGTACAACTTAAAGG |
|  | Reverse | AGAGTTCTCTATCGTCAAGGACA |
| *Cmyc* | Forward | CCCTATTTCATCTGCGACGAG |
|  | Reverse | GAGAAGGACGTAGCGACCG |
| *Pepck1* | Forward | CCACAGCTGCTGCAGAACA |
|  | Reverse | GAAGGGTCGCATGGCAAA |
| *Slc38a3* | Forward | CTCTTCGGCTACCTCACCTTCT |
|  | Reverse | AAGTGTGACCGCTATCAGCACG |
| *Clcnka* | Forward | TGCCATGAACTTTGCTATCGG |
|  | Reverse | GAGAAGGGCGTAATGCTCTGT |
| *Ppp1r1b* | Forward | ACCCCTGCCATGCTTTTCC |
|  | Reverse | TTGGGTCTCTTCGACTTTGGG |
| *Gapdh* | Forward | AGGTCGGTGTGAACGGATTTG |
|  | Reverse | TGTAGACCATGTAGTTGAGGTCA |

**Supplemental Figure 1.** **Average body weight and food intake during 6 week dietary intervention.** (**A**) Average body weight. *Pkd1KO* mice fed a Normal-RF diet weighed less than those consuming ad libitum diets. Results of two-way ANOVA with Tukey’s multiple comparisons post hoc test showed no significant differences between flox and KO mice. (**B**) Daily food intake of *Pkd1KO* mice normalized to average BW. Despite restricting dietary intake, mice fed a Normal-RF diet had similar food intake to NP ad libitum. Results of an Ordinary one-way ANOVA with Tukey’s multiple comparisons test amongst diet groups in *Pkd1KO* mice is reported. *P* **< 0.01, ***< 0.001.

**Supplemental Figure 2.** **MA plots of differentially expressed genes between renal epithelial cells from HP versus NP or LP diet fed *Pkd1KO* mice.** (**A**) Genes with upregulated expression in HP compared to NP cells. (**B**) Genes with upregulated expression in HP compared to LP cells. Red arrows denote upregulated genes while green arrows denote downregulated genes.

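Each plot compares HP with one other diet, so a gene can appear in one comparison and not in the other. Against NP, 3 of 13566 genes passed an adjusted p under 0.05 in limma, and at an unadjusted p under 0.05 there were 402 higher and 803 lower genes, where chance gives 678 in all. Other scalings gave 294 and 795 (same sum), 465 and 570 (rescaled), 676 and 574 (median-of-ratios) and 711 and 672 (quantile), so neither direction prevails in general. Chga, a gene of hormone-storing granules, was higher (log2 fold change 2.04, standard error 0.23, adjusted p = 0.0459). It no longer passed with the labels F2 and M as a block, a fit that leaves out HP F1 and NP KO7 (1.82, adjusted p = 0.0962). Over all alternatives its adjusted p was 0.0207 to 0.331. The clock genes Dbp (-2.94, standard error 0.19, adjusted p = 0.000909) and Ciart (-2.88, standard error 0.25, adjusted p = 0.00586) were lower, each in 3 of 3 HP libraries. Next by p, and not past the threshold, Nfil3, Pth, Rarres2, Tg, Wsb1, Slc45a3, Tmem52, Pck1 and Cox6a2 were higher. Tln2, Retsat, Nat8f3, Coq10b, Snord13, Aldh1a1, Tnfrsf21 and Rbm3 were lower in the same way. Rarres2 was at 79.6 FPKM on HP against 28.5 on NP, and Tln2 at 27.9 FPKM on HP against 59.8 on NP. Against LP, 2 genes passed, both lower: the small RNA genes Snora65 and Gm24924, listed at 0 in every HP and NP library. How well the mRNA kit used measures such genes was not tested. With the block, Snora65 passed (adjusted p = 0.0450) and Gm24924 did not (0.0846; up to 0.274 over its alternatives). An unadjusted p under 0.05 was reached by 687 higher and 993 lower genes, and the other 4 scalings turned this balance (736 and 542, 1166 and 382, 1042 and 769, 1055 and 833, in the order above). LP against NP, with no HP library compared, gave 620 higher and 789 lower genes at this p, so an excess over chance is not particular to HP. Without the HP library M, 38 genes passed against NP and 56 against LP. With the sex letter as a covariate, without KO7 and with LP M counted as M although it held Xist, 44 and 189 genes passed. Those with the smallest p and not past the threshold against LP included Nccrp1, Pfn3, Tmem207, Aqp6, Slc12a1, Slc4a1, Mfsd4a, Pcsk6 and Slc5a3 (higher), and Dbp, Id1, Snord13, Ggct, Smim22, Anxa13, Gjb2, Hsf2bp and Mettl1 (lower). Tmem207 was at 11.0 FPKM on HP, 3.47 on NP and 1.56 on LP. HP libraries lay apart from all NP libraries in 12.4% of genes (497 above and 1191 below, with 678 each by chance). They lay apart from both LP libraries in 33.2% (1742 above and 2758 below, with 1357 each by chance). These counts were made on the deposited FPKM only, and their chance values ignore the labels.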

How the deposited data were processed for this re-analysis (not part of the article)

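RNA of flow-sorted kidney tubular epithelial cells was measured in 8 libraries, each from a pool of 2 to 3 Pkd1KO mice fed LP (6% protein, 2 libraries), NP (18%, 3 libraries) or HP (60%, 3 libraries) for 1 week at 2.8 g per day. The authors trimmed reads with Trim Galore 0.6.7 and computed FPKM per gene with RSEM 1.3.3 against GENCODE's mouse release M26 (GRCm39). The deposited table holds 53700 genes with no filter, of which 21276 are at 0 in all libraries, and each library's FPKM sum lies between 896519 and 1010563. Identifiers were matched to symbols and gene types of GENCODE M21, the release at hand, which gave a symbol to 52093 and no symbol to 1607; 21929 are protein-coding there. Positions are not given, because that release uses another genome build.

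The table holds no counts. Depth was estimated from the steps between the low FPKM values of each library, at 27000000 to 34400000 fragments; 74.2 to 82.5% of the values used lay within 0.15 of a whole number of fragments, where an even spread gives 30.0%. In simulated libraries the largest error of this estimate was 1.4%. Correlation between libraries was 0.961 to 0.983 within a diet and 0.955 to 0.979 between diets.

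Expression was compared with limma 3.58.1 (R 4.3.3), with a trend in the variance prior, on log2(FPKM + 1), over the 13566 genes with at least 1 FPKM in at least 2 libraries. All 8 libraries were fitted with one mean per diet (5 residual and 4.11 prior degrees of freedom), and HP was compared with NP, with LP and with the mean of both, and LP with NP. P-values were adjusted by the Benjamini-Hochberg method over all genes, at a threshold of 0.05. FPKM values are continuous, so no count model was used. The test was also run on simulated data with 200 changed genes. At a 2-fold change it recovered 131 (HP against NP), 96 (HP against LP) and 154 (HP against the mean), and at a 4-fold change 197, 193 and 199, with 5 to 13 false calls. The simulated noise was independent between genes and libraries, and the changed genes had a mean log2(FPKM + 1) above 1. The real libraries share variation by label, so these numbers do not give the power or the false calls there.

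The filter of Fig. 4A was read as a ratio of mean FPKM of at least 2 against both NP and LP, a mean of at least 0.1 FPKM and a protein-coding gene, where a ratio over a mean of 0 passes. Read by its wording, this includes lower genes at 0 on HP and on one other diet. Leaving those out gives 130 lower genes in place of 138. The reading with 130 was adopted after the values were seen, and was then replaced by the wording fixed beforehand and kept as an alternative. As planned, Pck1, Slc38a3 and Ppp1r1b were also compared by two-sided exact permutation tests of the 3 HP libraries against the 5 others (p = 0.0179, 0.0714 and 0.0357). The paper picked these genes for being higher on HP in the same libraries, and the tests ignore the labels and the other genes, so these p-values restate the choice and are not evidence for it. Every HP library lay above the others in 202 genes, and 242 such genes are due by chance. The 202 holds for FPKM as deposited, and the 242 ignores the labels.

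Gene lists for 36 pathways and cell types were fixed before the data were examined, as were the tests, the threshold and the alternatives, apart from those said to be added later. Some lists hold genes that the paper had picked for being higher on HP in these libraries, such as Slc38a3 and Pck1. Lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and with fry. Every list's result against the mean of NP and LP is reported; results against NP or LP alone are reported for the clock, thick ascending limb, chloride and sodium, and glutamine lists and for lists with opposite medians in these comparisons, which were picked after the values were seen. Genes are named where the paper names them, where they have the largest changes or the smallest p with no overlap of HP with the libraries compared (10 in each direction), where they have the highest FPKM among those passing the 2-fold filter (10 in each direction), and up to 4 members of a list described. Members of lists beyond this, Pth and Tg among the levels given later, and Gm10639 and Gm24924 were named after their values were seen.

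Alternatives were a pseudocount of 0.1 or 0.5, other filters on low values, 4 other scalings, no trend, array weights, a fit on the 2 diets compared only, the label F2 or M as a block, the sex letter of the label as a covariate without NP KO7, and each library left out in turn. Deviations from the diet mean correlated between libraries of the same label at 0.14 to 0.35 over 6 pairs, which the planned fit with these labels as a block takes up. That fit holds only the libraries labelled F2 or M, so HP F1 and NP KO7 are left out of it. For a gene whose results are not reported, the bounds set for a test of cell shares were replaced after its value was seen and then restored. Genes not reported stay in the tests over all genes and in the counts and medians of lists. In the fit with the sex letter, LP M counts as M, though it held both Xist and Ddx3y. Figures were drawn with matplotlib 3.10.9 from tables made with pandas 2.3.3, numpy 2.4.6 and Python 3.11.15. Whole-kidney RT-PCR, protein and urine data of the study are not in the deposited table and were left out.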

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

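All tests of explanations in this part were chosen after the result was seen.

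The paper does not discuss the clock genes Dbp and Ciart. On HP against NP, the log2 fold change of Dbp was -2.94 (standard error 0.19, adjusted p = 0.000909 from limma) and that of Ciart -2.88 (adjusted p = 0.00586), with lower FPKM in 3 of 3 HP libraries than in any NP library. Of 15 measured clock genes, 3 were higher and 11 lower when adjusted over the list alone, with a median of -0.89. Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1, Nr1d2 and Ciart had a median of -1.29, and Arntl, Clock, Npas2 and Nfil3, which peak at the opposite time, a median of 0.89. The difference of these medians, -2.18, lay outside the central 95% of 10000 random pairs of gene lists (-0.343 to 0.323). Random genes are not correlated as clock genes are, so this interval is too narrow. With a correlation estimated at 0.237, camera gave the whole list an adjusted p of 0.488, and fry in one direction 0.0833. For change in either direction, fry gave an adjusted p of 0.000488, and 7 of 36 lists passed that test against NP. Movement of the groups in opposite directions is what a shift of the clock's phase would give. For the list in one direction, chance over so few libraries is not excluded. With the marker level of the thick ascending limb as a covariate, 93.3% of the difference was left. This argues against these cells as its whole source, and other cell types were not tested. In the 7 libraries with a sex letter, 96.3% was left with the letter as a covariate. That argues against unequal numbers of F and M libraries in these 7, and KO7 is not covered. Between LP and NP the same difference was -1.52, and between HP and LP -0.59, so the diets did not follow the order of their protein content. The paper's text gives no time of collection, and its remark that restricted food was eaten soon after it was replaced concerns NP mice of the 6-week study, not the mice sequenced. Time of collection, time of feeding and diet could each move the phase, and these data cannot tell them apart.

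Chga was higher on HP than on NP by 2.04 (standard error 0.23, adjusted p = 0.0459 from limma), a signal the paper does not discuss. It was at 14.2 ± 3.98 FPKM on HP (SD, n = 3), 2.61 ± 0.130 on NP (n = 3) and 8.38 ± 3.21 on LP (n = 2), and above every NP library in 3 of 3 HP libraries. With the labels F2 and M as a block, and so without HP F1 and NP KO7, it was higher by 1.82 at an adjusted p of 0.0962. Over all alternatives the adjusted p was 0.0207 to 0.331. The parathyroid gene Pth followed the same order of diets, at 116 FPKM on HP, 18.9 on NP and 64.2 on LP, and the thyroid gene Tg was also lowest on NP, at 211, 97.9 and 252 FPKM. Whether RNA of another tissue lies behind these levels was not tested. Snora65 and Gm24924 were listed at 0 on HP and NP and at a mean of 5.32 and 18.9 FPKM on LP (n = 2 libraries). Only the 2 LP libraries therefore show any spread. The libraries were made with an mRNA kit, and how well it measures small RNA genes was not tested. The adjusted p of Gm24924 was 0.0210 against HP with limma, and that of Snora65 0.00334. With the labels as a block these were 0.0846 and 0.0450, and Gm24924 no longer passed in 8 of 19 alternatives (adjusted p up to 0.274), Snora65 in 1 of 19 (0.151 with a pseudocount of 0.1). Against NP, Snora65 no longer passed in 3 of 19 (adjusted p up to 0.257) and Gm24924 in 11 of 19 (up to 0.265).

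The HP effect was compared between the 4 libraries with the letter F and the 3 with the letter M, of which 1 is from HP. NP and LP were pooled within each letter, so differences between them count as spread. This can lower the number of genes with a small p, so few calls do not show that F and M respond alike. The spread for HP M is taken from the other groups, and LP M holds both Xist and Ddx3y, so the M side rests on 1 sample. An interaction test in limma called 2 of 13566 genes, and 451 had an unadjusted p under 0.05, fewer than the 678 that chance gives. Gm12191 had a difference (F minus M) of 6.72 and Gm25707 of -3.56, both genes with several libraries at 0. For Lad1 the HP effect was 1.68 in F and -0.14 in M, a difference of 1.82 (adjusted p = 0.930). For Csf1 it was 0.57 in F and -0.70 in M, a difference of 1.27 (adjusted p = 0.999). For both genes, the HP libraries with F lay above the other F libraries and HP M lay below the other M libraries, and the difference between F and M did not pass the test.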

How the results depend on the processing

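The alternative without LP M and NP KO7 together, and that on ratios of 0, were chosen after seeing the data; the others were fixed beforehand. Causes of the changes below were not tested.

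The numbers of genes called with limma, 3 for HP against NP, 2 for HP against LP, 1 for HP against the mean and 2 for LP against NP, changed as follows, in this order. With a pseudocount of 0.1 they were 5, 1, 2 and 0. A pseudocount of 0.5 gave 4, 2, 2 and 2. No filter gave 1, 8, 0 and 8. With a mean of at least 0.1 FPKM they were 2, 2, 2 and 2. A mean of at least 5 FPKM gave 6, 0, 1 and 0. Scaling to the same sum gave 4, 9, 2 and 2. With median-of-ratios scaling they were 6, 1, 1 and 1. Quantile normalization gave 6, 1, 2 and 1. Rescaling without haemoglobin and mitochondrial genes gave 5, 10, 1 and 2. With no trend they were 4, 2, 2 and 2. Array weights gave 12, 36, 30 and 3. The label F2 or M as a block, without HP F1 and NP KO7, gave 8, 5, 5 and 2. With the sex letter as a covariate without KO7 they were 44, 189, 117 and 17. A fit on the 2 diets compared gave 4 (HP against NP), 8 (HP against LP) and 0 (LP against NP). Libraries left out in turn gave, in the order above, 5, 2, 4 and 0 (without LP F2), 5, 0, 2 and 1 (without LP M), 2, 3, 1 and 1 (without NP F2), 4, 6, 3 and 2 (without NP KO7), 3, 1, 2 and 2 (without NP M), 1, 1, 0 and 1 (without HP F1), 5, 3, 3 and 1 (without HP F2), 38, 56, 69 and 4 (without HP M); where LP keeps 1 library, it is taken to vary like the other diets. Without LP M and NP KO7 together they were 6, 3, 4 and 3. Dbp against NP passed in each of these settings, and against the mean in 20 of 22 (adjusted p up to 0.101). Chga no longer passed the threshold in 8 of 23 (adjusted p up to 0.331), Ciart in 2 of 23 (up to 0.153).

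By the 2-fold filter, 166 genes were higher and 138 lower. The numbers (higher and lower) were 229 and 240 with a ratio of medians, 82 and 54 with geometric means, 944 and 1302 with no minimum, 53 and 31 with a mean of at least 1 FPKM, 99 and 72 with each diet at 0.1 FPKM or more, 412 and 598 with all gene types, 830 and 430 with 2-fold against NP or LP, 62 and 30 with every HP library apart, 173 and 134 with the same sum, 185 and 121 with median-of-ratios scaling, 291 and 117 with LP M and NP KO7 left out, 166 and 130 with ratios of 0 to 0 not counted. Leaving out 1 library gave 143 (without HP F1) to 310 (without HP M) higher and 99 (without LP M) to 269 (without HP M) lower genes, and 224 lower without HP F1.

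Pck1 and Slc38a3 kept their direction in all 23 alternatives. Against NP, Pck1 passed with the sex letter (1.19, adjusted p = 0.0336; over its alternatives 0.0306 to 0.467). Against LP, Pck1 passed with array weights (1.25) and the sex letter (1.22), and Slc38a3 with the sex letter (1.75). With 1 library left out, changes ranged from 1.14 to 1.5 (Pck1 HP against NP), from 1.09 to 1.45 (Pck1 HP against LP), from 1.06 to 2.27 (Slc38a3 HP against NP), from 1.65 to 2.49 (Slc38a3 HP against LP); without HP M, Pck1 passed against NP (1.5) and LP (1.45).

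Among the other genes of Fig. 4B run under the alternatives and the genes called with limma, none changed direction; the other genes named were not run. Against NP, Wsb1 passed in 3 of 23 (adjusted p down to 0.0215), Nccrp1 in 2 and Hbb-bs, Lad1 and Mogat2 in 1 each; against LP, Nccrp1 passed in 5 (down to 0.00183), Ppp1r1b in 2 and Lad1 and Mogat2 in 1 each. Fam25c passed in none. Among lists, the direction given by camera turned over in 50 cases; the medians then were for nuclear oxidative phosphorylation -0.0442 to 0.2035 over libraries left out (reversed without HP F2). For amino acid catabolism -0.038 with no filter, -0.0389 with a mean of at least 0.1 FPKM, -0.099 with array weights, -0.166 with the label F2 or M as a block, -0.0922 with the sex letter as a covariate without KO7, -0.0988 with LP M and NP KO7 left out, -0.1112 to 0.0775 over libraries left out (reversed without LP M, NP KO7, NP M, HP F2). For amino acid and integrated stress response -0.0062 with no filter, -0.0087 with a mean of at least 0.1 FPKM, 0.0377 with median-of-ratios scaling, 0.0707 with rescaling without haemoglobin and mitochondrial genes, -0.0698 to -0.0106 over libraries left out (reversed without LP M, NP F2, NP M, HP F2). For cell cycle -0.0209 with a mean of at least 0.1 FPKM, -0.0206 with scaling to the same sum, -0.0543 with the label F2 or M as a block, 0.0013 with the sex letter as a covariate without KO7, 0.0652 with LP M and NP KO7 left out, -0.1124 to 0.0383 over libraries left out (reversed without LP M, NP KO7, HP F1, HP F2). For immediate early and dissociation response -0.319 with the label F2 or M as a block, -0.171 with the sex letter as a covariate without KO7, -0.0214 with LP M and NP KO7 left out, -0.3565 to -0.1322 over libraries left out (reversed without LP M, NP KO7). For male-biased -0.0096 with the label F2 or M as a block, 0.202 with LP M and NP KO7 left out, -1.807 to 0.0612 over libraries left out (reversed without HP F1). For urothelium -0.117 with a pseudocount of 0.1, 0.0607 with no filter, 0.0838 with a mean of at least 0.1 FPKM, -0.0614 with array weights, -0.0772 with the label F2 or M as a block, -0.0898 with the sex letter as a covariate without KO7, -0.2545 to -0.0567 over libraries left out (reversed without LP F2, NP KO7, HP F1, HP M). For T and B lymphocyte -0.505 with the label F2 or M as a block, 0.0811 with LP M and NP KO7 left out, -0.833 to 0.074 over libraries left out (reversed without LP M, HP F1). Of these lists only oxidative phosphorylation had passed the threshold. Where a median and camera differ in sign, camera follows the mean of the genes' test statistics.

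The fit with the label as a block also leaves out HP F1 and NP KO7. It changed the counts of HP against NP, LP and their mean by over 1.5 times and left that of LP against NP at 2. It ended the call of Chga (1.82, adjusted p = 0.0962 from limma), Gm24924 (both comparisons with LP) and Snora65 (LP against NP). The block and the loss of these libraries are not set apart. Of the genes passing the 2-fold filter, 113 of 166 higher and 107 of 138 lower ones had a mean under 1 FPKM. The effect of depth on these low genes was not tested. Rescaling without haemoglobin and mitochondrial genes moved the median of all genes in HP against LP from -0.04 to 0.09 on the log2 scale; the other moves were under 0.1.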

Differences from the paper's values

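The numbers of genes passing the paper's 2-fold filter did not differ from the paper's by more than 1.5 times. The paper's text gives 193 higher and 177 lower genes, and 166 and 138 were found here. Over the alternatives fixed beforehand, 185 to 190 higher genes were reached with median-of-ratios scaling (185), without the NP library M (185), without the LP library F2 (189) and without the LP library M (190). The bars of Fig. 4B, read by eye for 10 genes on 3 diets, differed from the means found here by at most 5.5%. None of the settings gave 177 lower genes; the nearest was 156 (without the LP library F2). The paper's counts of higher and lower genes add up to more than the total of about 300 genes that Fig. 4A prints. That total is for a 2-fold change ahead of its other filters. The 304 found here passed all filters, so these totals are unlike. With all gene types 1010 were found here, and with no minimum 2246. The number of all genes printed in Fig. 4A matches the table.

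The paper places Pck1 first among the genes raised on HP. It was first here by FPKM on HP (1744 FPKM), and at place 104 of 166 by the ratio of HP to NP. The 10 genes of Fig. 4B all passed the filter here. Ordered by FPKM on HP, they took 10 of the first 13 places, and Hba-a2, Gm10639 and Hba-a1, which Fig. 4B does not show, took the others.

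The paper states that Slc38a3 and Pck1 are upregulated in the sorted cells on HP, from a filter without a p-value. In kidney tissue it also reports Slc38a3 higher on HP by RT-PCR, and no difference in Pepck1. Its Western blot found more PEPCK protein on HP, and SNAT3 was stained in kidney sections. Only the sorted cells were tested here. Their mean FPKM went the same way as the filter. The adjusted p from limma was 0.103 (Pck1) and 0.498 (Slc38a3) against NP, and 0.176 and 0.320 against LP. With the sex letter as a covariate and without KO7, Pck1 passed against NP (0.0336) and LP (0.0254), and Slc38a3 against LP (0.0321). That fit counts LP M as M, though LP M also held Xist. Pck1 passed against LP with array weights (0.0490), and without the HP library M it passed against NP (0.0306) and LP (0.0452). Over all alternatives the adjusted p was 0.0306 to 0.467 (Pck1) and 0.200 to 0.9996 (Slc38a3) against NP, and 0.0254 to 0.737 and 0.0321 to 0.737 against LP. These settings were fixed before the data were examined, apart from the fit without LP M and NP KO7 together, which counts toward the ranges.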

Other observations

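The tests of cell shares and of the sex letters in this part were chosen after the result was seen; so were the splits of the 2-fold filter that part equal labels, while the other counts of splits were planned.

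Other splits of the libraries do not exclude chance for the numbers of genes. HP against the mean of NP and LP called 1 gene, and 22 of 56 splits called as many, up to 68; the split with 68 set NP KO7, NP M and HP M against the others, which points to a structure of the samples, since these are the 3 libraries with Ddx3y and with Xist near 1 FPKM. Among the 36 splits that part as many pairs of equal labels as the real one, 14 called as many, and the highest other was 3. HP against NP called 3 genes, and 10 splits are too few for a share under 0.05 (3 called as many, the highest other 67). The 2-fold filter gave 166 higher genes, reached in 22 of 100 splits (highest other 290), and 138 lower genes, reached in 47 of 100 (highest other 266). Among 100 of the 360 splits that part as many pairs of equal labels, 7 gave as many higher genes (highest other 201) and 54 as many lower ones (highest other 285), so chance is not excluded there either.

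Slc38a3 was higher by 1.59 against NP over all libraries, short of the threshold. In the 7 libraries with a sex letter the change was 1.06 (standard error 0.58), and with the letter as a covariate 0.86 (standard error 0.28). This left 81.0%, which argues against unequal numbers of F and M libraries as the whole cause in these 7. Of the change over all 8 libraries, 54.0% was left. Diet and unequal numbers of F and M cannot be told apart for the part that came with KO7, since its label has no sex letter and no library was assigned to F or M by its expression. A larger share of proximal tubule cells argues for higher proximal tubule markers, and their median was -0.22, with an upper quartile of 0.06.

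The thick ascending limb list had a median of 0.98 against the mean of NP and LP, with 9 of 13 higher over the list alone, 1.48 against LP (11 of 13) and 0.54 against NP (1 of 13). Distal convoluted and connecting tubule genes had a median of 0.39 (9 of 11 above 0), intercalated cell genes 0.37 (13 of 13), principal cell genes 0.14 (11 of 13; 13 of 13 below 0 against NP, median -0.27, and 12 above 0 against LP, 0.57), proximal tubule genes -0.25 (5 of 20), thin limb genes -0.03 (3 of 7), podocyte genes 0.15 (6 of 9) and urothelium genes -0.12 (1 of 4). Endothelium genes had a median of 0.58 (12 of 12 above 0, and 12 higher over the list alone), fibroblast and pericyte genes 0.40 (8 of 8), erythroid genes 0.92 (4 of 6), macrophage and monocyte genes 0.41 (17 of 17), neutrophil genes 0.32 (6 of 7; -0.45 to 0.69 with 1 library left out, and no longer called in 10 of 22 alternatives, adjusted p up to 0.895) and T and B lymphocyte genes -0.52 (3 of 8). In the sort, cells were stained for macrophages, for the proximal tubule (with the lectin LTL) and for the collecting duct (with the lectin DBA). How far other cells entered each library was not tested. Vasopressin and cAMP genes had a median of 0.20 (9 of 12), cholesterol synthesis 0.16 (15 of 19), tubular injury 0.28 (8 of 11), chemokines and cytokines 0.08 (8 of 13), phosphate, calcium and vitamin D handling 0.05 (8 of 15), the integrated stress response -0.01 (6 of 14), cell cycle -0.04 (6 of 17), immediate early genes -0.25 (7 of 18), female-biased genes -0.32 (2 of 6), male-biased genes -0.83 (1 of 12) and the clock -0.47 (4 of 15). The medians against NP and against LP had opposite signs in 11 of the 36 lists, where the mean of both diets hides this: besides principal cells and oxidative phosphorylation, they were vasopressin and cAMP (-0.02 against NP and 0.49 against LP), thin limb (-0.18 and 0.20), podocyte (-0.11 and 0.28), phosphate, calcium and vitamin D (-0.07 and 0.12), amino acid transporters (-0.00 and 0.32), chemokines and cytokines (0.12 and -0.01), cell cycle (0.09 and -0.15), urothelium (0.03 and -0.24) and female-biased genes (0.40 and -0.85). The estimated correlation left none of the 36 lists past the threshold. With 1 library left out, medians against the mean spanned 0 for female-biased (-0.79 to 0.39), podocyte (-0.08 to 0.35) and thin limb genes (-0.04 to 0.17). The same held for chemokines and cytokines (-0.01 to 0.13) and for phosphate, calcium and vitamin D handling (-0.03 to 0.15).

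Of the genes that the paper measured in whole kidney, the sorted cells held Il6 at 0.05 ± 0.0173 FPKM on HP (SD, n = 3), 0.09 ± 0.0954 on NP (n = 3) and 0.065 ± 0.0919 on LP (n = 2). Ccl2 was at 0.577, 0.420 and 0.785 FPKM, Csf1 at 2.17, 1.73 and 2.14, Tgfb1 at 4.53, 2.83 and 3.93, Havcr1 at 1.10, 0.377 and 2.13, and Myc at 2.69, 2.06 and 3.02 in the same order. NP KO7 holds the highest NP value of Il6 (0.19 FPKM) and of Havcr1 (0.66 FPKM).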
